# Branched-chain amino acids prevent hepatic fibrosis and development of hepatocellular carcinoma in a non-alcoholic steatohepatitis mouse model

**DOI:** 10.18632/oncotarget.15304

**Published:** 2017-02-13

**Authors:** Kai Takegoshi, Masao Honda, Hikari Okada, Riuta Takabatake, Naoto Matsuzawa-Nagata, Jean S. Campbell, Masashi Nishikawa, Tetsuro Shimakami, Takayoshi Shirasaki, Yoshio Sakai, Taro Yamashita, Toshinari Takamura, Takuji Tanaka, Shuichi Kaneko

**Keywords:** branched-chain amino acids, nonalcoholic steatohepatitis, mammalian target of rapamycin complex 1, hepatocellular carcinoma, transforming growth factor β1

## Abstract

Oral supplementation with branched-chain amino acids (BCAA; leucine, isoleucine, and valine) in patients with liver cirrhosis potentially suppresses the incidence of hepatocellular carcinoma (HCC) and improves event-free survival. However, the detailed mechanisms of BCAA action have not been fully elucidated. BCAA were administered to atherogenic and high-fat (Ath+HF) diet-induced nonalcoholic steatohepatitis (NASH) model mice. Liver histology, tumor incidence, and gene expression profiles were evaluated. Ath+HF diet mice developed hepatic tumors at a high frequency at 68 weeks. BCAA supplementation significantly improved hepatic steatosis, inflammation, fibrosis, and tumors in Ath+HF mice at 68 weeks. GeneChip analysis demonstrated the significant resolution of pro-fibrotic gene expression by BCAA supplementation. The anti-fibrotic effect of BCAA was confirmed further using platelet-derived growth factor C transgenic mice, which develop hepatic fibrosis and tumors. *In vitro*, BCAA restored the transforming growth factor (TGF)-β1-stimulated expression of pro-fibrotic genes in hepatic stellate cells (HSC). In hepatocytes, BCAA restored TGF-β1-induced apoptosis, lipogenesis, and Wnt/β-Catenin signaling, and inhibited the transformation of WB-F344 rat liver epithelial stem-like cells. BCAA repressed the promoter activity of TGFβ1R1 by inhibiting the expression of the transcription factor NFY and histone acetyltransferase p300. Interestingly, the inhibitory effect of BCAA on TGF-β1 signaling was mTORC1 activity-dependent, suggesting the presence of negative feedback regulation from mTORC1 to TGF-β1 signaling. Thus, BCAA induce an anti-fibrotic effect in HSC, prevent apoptosis in hepatocytes, and decrease the incidence of HCC; therefore, BCAA supplementation would be beneficial for patients with advanced liver fibrosis with a high risk of HCC.

## INTRODUCTION

The recent increase in non-alcoholic fatty liver disease (NAFLD) associated with metabolic syndrome could represent a high risk factor for HCC [1]. The development of hepatic steatosis associated with inflammatory changes, called non-alcoholic steatohepatitis (NASH), can lead to liver cirrhosis and hepatocellular carcinoma (HCC). However, the pathogenesis of NASH is still unclear and an effective treatment for NASH has not been established.

The lack of an appropriate experimental model of HCC that develops on a background of NASH could be a barrier to the development of effective therapies for preventing and treating NASH-derived HCC. To address these limitations, we previously reported an atherogenic combined with high-fat (Ath+HF) diet mouse model that develops hepatic steatosis, inflammation, fibrosis, and insulin resistance [2]. The liver histology of Ath+HF diet mice showed cellular ballooning, a necessary histological feature defining human NASH [2]. Therefore, the Ath+HF diet mouse model resembles human NASH and has the potential to be used for the study of NASH-derived HCC.

Long-term supplementation with branched-chain amino acids (BCAA; leucine, isoleucine, and valine) in patients with liver cirrhosis is reported to improve their nutritional status as well as event-free survival [3]. A recent report revealed that BCAA suppressed the incidence of HCC in obese patients with hepatitis C virus-related cirrhosis [4]. In rodent models, BCAA suppressed diethylnitrosamine (DEN)-induced liver tumorigenesis in mouse [5, 6] and rat [7]. Although studies showing the suppressive effect of BCAA on the development of HCC are increasing, the detailed mechanisms by which BCAA suppress HCC have not been fully addressed. In this study, we used the Ath+HF diet-induced NASH-HCC mouse model to investigate the effect of BCAA on these mice. We found that BCAA inhibited pro-fibrotic signaling and tumorigenesis by inhibiting transforming growth factor (TGF)-β1 signaling.

## RESULTS

### BCAA supplementation improved steatosis, inflammation, and fibrosis in the liver of the Ath+HF diet mouse model

Male C57BL/6J mice after weaning at week 8 were fed a basal diet (basal diet group), Ath+HF diet (Ath+HF group), or Ath+HF diet containing 3% BCAA (Ath+HF+BCAA group), respectively (Figure 1A). The mice were killed at 38w or 68w for the evaluation of liver histology or tumor incidence. Hematoxylin and eosin and Azan staining of formalin-fixed paraffin-embedded liver sections showed that substantial steatosis and fibrosis were observed in the liver of the Ath+HF group and were less severe in the Ath+HF+BCAA group (Figure 1B). The area of fibrosis deduced from densitometry analysis and the hydroxyproline content in the liver revealed the progression of hepatic fibrosis from 38w to 68w, and hepatic fibrosis was significantly reduced in the Ath+HF+BCAA group compared with the Ath+HF group (Figure 1C and 1D). Laboratory data for the serum of 12w and 68w mice (Supplementary Table 1) showed that the levels of serum alanine aminotransferase (ALT), plasma total cholesterol, and free cholesterol were significantly up-regulated in the Ath+HF group compared with the basal diet group, and the values were significantly reduced in the Ath+HF+BCAA group in 68w mice. Immunohistochemical (IHC) staining of collagen 1, alpha smooth muscle actin (α-SMA), desmin, and platelet-derived growth factor receptor (PDGFR) β in the liver showed that these fibrosis markers were substantially up-regulated in the liver of the Ath+HF group and repressed in the Ath+HF+BCAA group (Figure 1B). Quantitative RT-PCR (qRT-PCR) analysis showed that the expression of collagen 1a2, collagen 4a2, α-SMA, tissue inhibitor of metalloproteinase 2, TGF-β1, PDGFB, PDGFC, and PDGFRβ mRNA was significantly up-regulated in the Ath+HF group and their expression was repressed in the Ath+HF+BCAA group (Figure 2A). Western blotting analysis showed the up-regulation of the phosphorylated forms of mTOR (p-mTOR) and ribosomal protein S6 kinase (p-p70S6K) in the Ath+HF+BCAA group, confirming the activation of mammalian target of rapamycin complex 1 (mTORC1) signaling by BCAA supplementation (Figure 2B). Conversely, the expression of PDGFRβ and the phosphorylated form of extracellular signal-regulated kinase (p-ERK) was down-regulated in the Ath+HF+BCAA group compared with the Ath+HF group.

**Figure 1:**
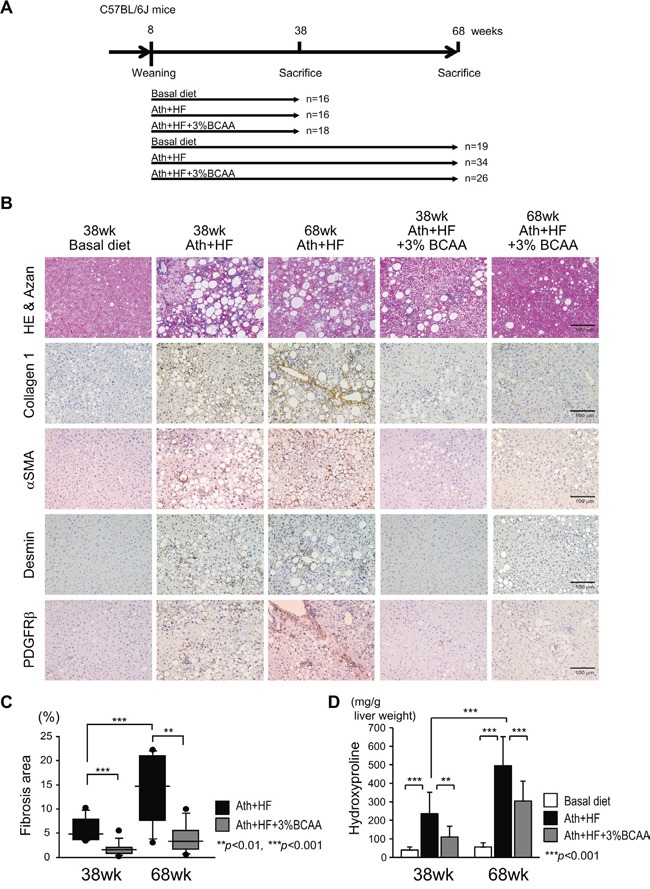
Histological improvement in the liver of Ath+HF diet mice by BCAA supplementation **A**. Feeding schedule of the mice. After weaning, male C57BL/6J mice were divided randomly into 3 groups: (i) basal diet, (ii) Ath+HF diet, and (iii) Ath+HF diet supplemented with 3% BCAA. **B**. Azan staining of mouse livers, IHC staining for collagen 1, α-SMA, desmin, and PDGFRβ expression in livers of mice fed the basal, Ath+HF, or Ath+HF diet supplemented with 3% BCAA at 38w and 68w. **C**. Densitometric analysis of liver fibrotic areas of mice fed the Ath+HF diet or Ath+HF diet supplemented with 3% BCAA at 38w and 68 w (N = 8). **D**. Hydroxyproline content of mice liver fed the Ath+HF diet or Ath+HF diet supplemented with 3% BCAA at 38w and 68 w (N = 8).

**Figure 2:**
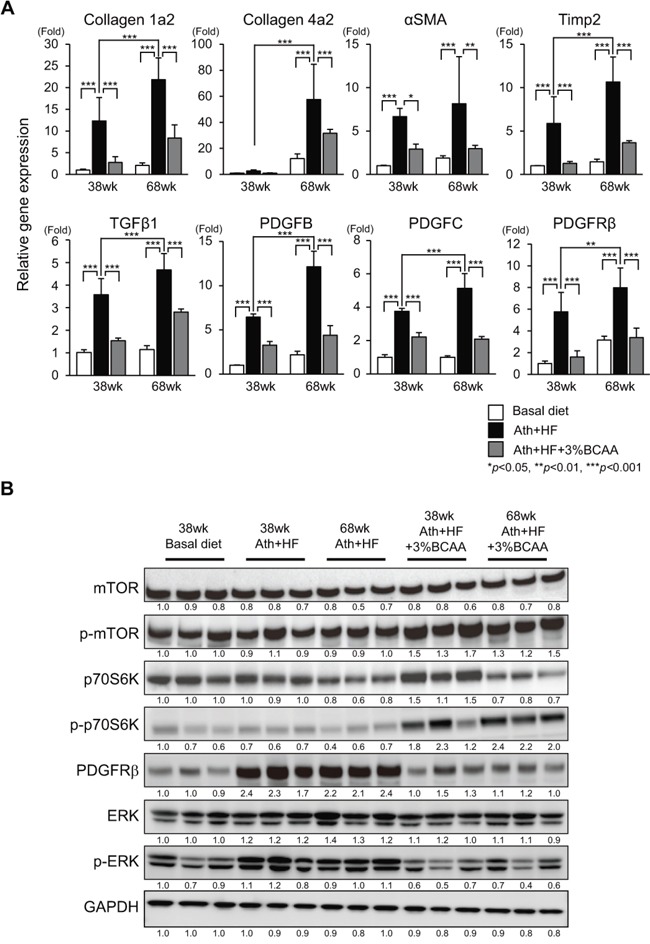
Effects of BCAA supplementation on liver fibrosis, mTORC1, and PDGFRβ signaling in C57BL/6J mice fed the Ath+HF diet **A**. Relative expression of mRNA for collagen 1a2, collagen 4a2, α-SMA, tissue inhibitor of metalloproteinase 2, TGF-β1, PDGFB, PDGFC, and PDGFRβ in livers of mice fed the basal, Ath+HF, or Ath+HF diet supplemented with 3% BCAA at 38w and 68w (N = 5). **B**. Western blotting of mTOR, p-mTOR, p70S6K, p-p70S6K, PDGFRβ, ERK, and p-ERK in livers of mice fed the basal, Ath+HF, or Ath+HF diet supplemented with 3% BCAA at 38w and 68w.

The global changes of gene expression in the liver of the Ath+HF and Ath+HF+BCAA groups were analyzed using an Affymetrix GeneChip (Supplementary Figure 1). 

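Liver RNA of male C57BL/6J mice was hybridized to GeneChip Mouse Gene 1.0 ST arrays, on which probes along a gene are combined into 1 value per transcript cluster. The 15 arrays form 5 groups of 3. These are the basal diet group at 38w, and the Ath+HF group and the Ath+HF+BCAA group, with 3% BCAA in the diet, each at 38w and 68w. The diets had been given for 30 weeks at 38w and for 60 weeks at 68w. The values are log2 signals that the authors normalized by RMA before they deposited them, and the median of an array lay between 6.91 and 7.16. Of the 35556 rows of values, all called transcript clusters here, 21789 carry 1 gene symbol, 1621 carry several and 12146 are unnamed here. The unnamed ones are missing from the annotation used, so what they measure is not known here, and they enter counts over all transcript clusters. The brightest cluster stood for each of 19938 genes. limma compared the groups in 1 fit of all 15 arrays, with Benjamini-Hochberg adjusted p-values over all genes, and genes at an adjusted p under 0.05 are called higher or lower. The number of arrays limits the precision of each value. The sources used here do not say that each array holds the RNA of a separate mouse, so the p-values measure the spread between these arrays, which may be partly technical. The basal diet arrays used here are all of 38w, so age, time on the diet and any processing batch cannot be told apart where 68w arrays are compared with 38w arrays. Groups are named by the labels of their arrays, and each direction rests on these labels. An exchange of the labels of both 68w groups may explain the pattern between them, as set out in the closing sections. The words "with BCAA" at 68w therefore name a label and not a settled effect of the supplement.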

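In the arrays labelled Ath+HF 68w, macrophage markers and genes of cholesterol synthesis and BCAA catabolism were lower than in the basal diet arrays of 38w, while immediate early genes and the heat shock protein Hspb1 were higher. Hspb1 rose from 9.47 ± 0.16 (SD, n = 3) to 12.21 ± 0.23 (SD, n = 3), a log2 fold change of 2.74 (standard error 0.20, adjusted p = 1.2e-06 from limma). The acute phase gene Saa2 fell by 3.96 on the log2 scale (standard error 0.38), and its neighbor Saa1 fell by 3.04 (standard error 0.42). Of 19 macrophage and monocyte markers, 10 were lower and 2 higher (11 and 2 when adjusted over the list alone), with a median log2 fold change of -0.64 (camera, adjusted p = 0.00162, and adjusted p = 0.883 with an estimated correlation). Ctss, a lysosomal protease, was at -1.51 (standard error 0.15) and Cybb, a subunit of the phagocyte NADPH oxidase, at -1.28 (standard error 0.14). Of 20 genes of cholesterol synthesis, 9 were lower and none was higher (12 when adjusted over the list alone), such as Nsdhl (-1.10, standard error 0.17) and Hmgcs1, the synthase of HMG-CoA (-1.02, standard error 0.17), and camera gave an adjusted p = 0.00275, and adjusted p = 0.883 with an estimated correlation. With the array medians set equal 14 of these were lower, with quantile normalization 6, and none was higher. Of 21 genes of BCAA catabolism, 13 were lower and 2 higher (14 and 3 when adjusted over the list alone), with a median of -0.44 (camera, adjusted p = 0.00162, and adjusted p = 0.883 with an estimated correlation). Dld, a subunit of the branched-chain ketoacid dehydrogenase and related complexes, was at -1.08 (standard error 0.09). Of 10 immediate early genes, 6 were higher and none was lower (6 when adjusted over the list alone), with Egr1 at 1.88 (standard error 0.26) and Ier3 at 0.96 (standard error 0.15), and camera gave an adjusted p = 0.00757, and adjusted p = 0.883 with an estimated correlation. Over 20 alternatives with the preset correlation, the highest adjusted p was 0.0701 for the macrophage, BCAA catabolism and immediate early lists and 0.112 for cholesterol synthesis, each without the dim genes, and the lowest were 0.000285, 0.00097, 0.00171 and 0.000866. Of 13 endothelial markers, 6 were lower and none was higher (6 when adjusted over the list alone), such as Tek (-0.90, standard error 0.16). Their adjusted p = 0.0635 became 0.0373 in a fit of the groups compared alone, 0.00957 without basal 38w replicate 2 and 0.028 without Ath+HF 68w replicate 2, and the highest over the alternatives was 0.361. Small nucleolar and Cajal body RNAs made up 5 of the 10 largest decreases, among them Snora16a (-3.75, standard error 0.20). Over all genes, 3791 were higher and 3812 lower, or 2651 and 4565 with the array medians set equal. The arrays of the 2 groups did not overlap in 50.1% of all genes, where chance gives 10%.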

Gene expression profiling in the liver of the Ath+HF group at 68w was compared with that of the basal diet group. 

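At a fold over 1.5 and an unadjusted P under 0.005 from limma, 799 genes were higher and 1548 lower in the arrays labelled Ath+HF 68w than in the basal diet arrays of 38w. The median log2 fold change was 0.69 of the higher genes and -0.76 of the lower genes. Among the higher genes were Nr1d1, a repressor of the circadian clock (1.69, standard error 0.40), and Rgs16, a regulator of G protein signaling (1.60, standard error 0.34). Cidec, a protein of lipid droplets, was at 1.39 (standard error 0.34) and Atf5, a transcription factor of the stress response, at 1.31 (standard error 0.15). Among the lower genes were Cyp2c70, an enzyme of bile acid hydroxylation (-2.46, standard error 0.42), and Thrsp, a regulator of lipogenesis (-1.98, standard error 0.49). Orm3, an acute phase gene, was at -1.14 (standard error 0.13), and Pcna, the clamp of DNA replication, at -0.99 (standard error 0.13). Of 17 genes of fatty acid synthesis, 6 were lower and 1 higher (8 and 1 when adjusted over the list alone), or 8 and 1 with the array medians set equal and 3 and 1 with quantile normalization, with Me1, the malic enzyme, at -0.92 (standard error 0.15). camera gave this list an adjusted p = 0.219, which ranged over the alternatives from 0.0373 in a fit of the groups compared alone to 0.766, and an adjusted p = 0.883 with an estimated correlation. Of 17 acute phase genes, 6 were lower and 1 higher (6 and 1 when adjusted over the list alone), and camera gave an adjusted p = 0.219. With the array medians set equal, 511 genes were higher and 2014 lower past both limits. With quantile normalization these counts were 872 and 1210, and without the dim genes 491 and 1377. The equal-variance test of the 2 groups gave 350 higher and 943 lower genes. The analysis of variance over all groups with Bonferroni's method gave 412 and 1053. Counted over all transcript clusters, with or without a gene symbol, 2474 were higher and 2446 lower.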

We found that 1409 genes were up-regulated and 355 genes were down-regulated in the Ath+HF group (fold > 1.5, P < 0.005). 

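Between 38w and 68w, macrophage and acute phase genes fell and genes of fatty acid oxidation rose in the arrays labelled Ath+HF. Gpnmb, a glycoprotein of lipid-laden macrophages, had a log2 value of 10.83 ± 0.22 (SD, n = 3) at 38w and of 6.75 ± 0.54 (SD, n = 3) at 68w. This is a log2 fold change of -4.09 (standard error 0.27, adjusted p = 1.44e-07 from limma). Of 19 macrophage and monocyte markers, 19 were lower and none was higher (19 when adjusted over the list alone), with a median of -1.67 (camera, adjusted p = 6.76e-18, and adjusted p = 0.273 with an estimated correlation). Of 17 acute phase genes, 10 were lower and none was higher (11 when adjusted over the list alone), such as Saa3 (-3.36, standard error 0.23). camera gave these an adjusted p = 9.77e-08, and adjusted p = 0.357 with an estimated correlation. Lum, a proteoglycan of collagen fibrils, was at -1.65 (standard error 0.14) and Mmp12, the macrophage elastase, at -3.19 (standard error 0.33). Of 18 genes of fatty acid oxidation, 9 were higher and none was lower (10 when adjusted over the list alone), such as the acyl-CoA dehydrogenase Acadl (0.78, standard error 0.13). Their list had an adjusted p = 0.00516, and adjusted p = 0.549 with an estimated correlation. limma called 3518 genes higher and 3985 lower at 68w, and the groups did not overlap in 52.1% of all genes, where chance gives 10%. In the mean of both Ath+HF diets, limma called 5161 genes higher and 4518 lower at 68w than at 38w, or 3449 and 5524 with the array medians set equal. The cytokine Mif was at 1.32 (standard error 0.07) and the clock gene Per1 at 1.75 (standard error 0.11) in that mean. There, the Y RNA Rny3 was at -2.17 (standard error 0.07) and the microRNA transcript Mir122 at 1.45 (standard error 0.25). In the principal components of all arrays, those labelled Ath+HF+BCAA 68w lay apart on the first component and those labelled Ath+HF 68w on the second.

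**Figure D1:**
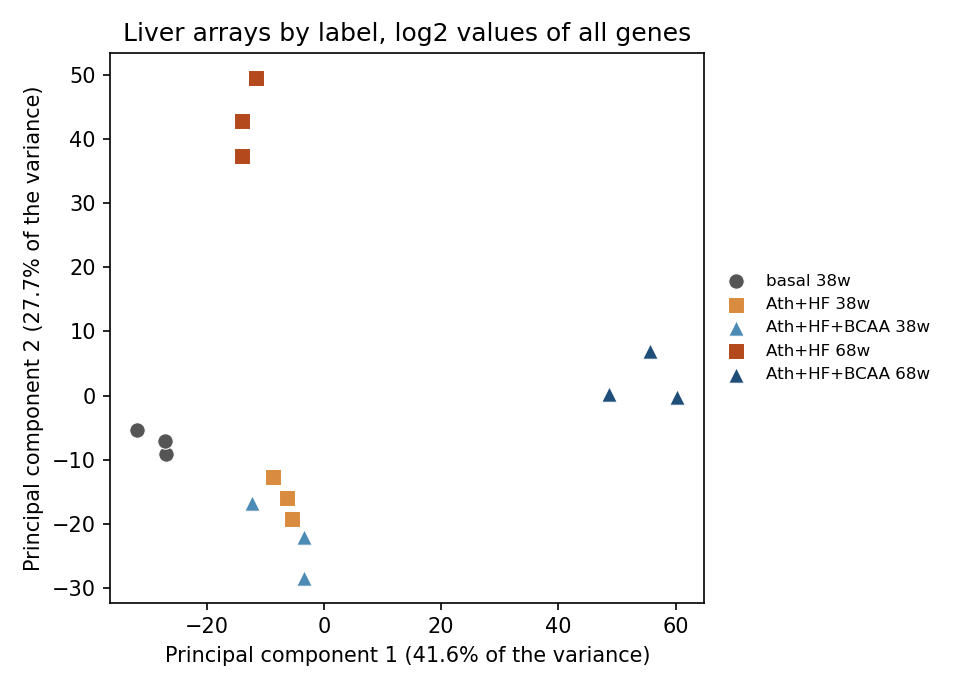
Principal components of the log2 values of 15 liver arrays, with the first (41.6% of the variance) on the horizontal and the second (27.7%) on the vertical axis. Points are arrays, colored by labelled group, and the 3 arrays labelled Ath+HF 68w and the 3 labelled Ath+HF+BCAA 68w lie apart from the 38w arrays and from each other.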

One-way hierarchical clustering of the differentially expressed genes showed the dynamic change of gene expression associated with the progression of liver disease (from 38w to 68w). The expression of the up-regulated genes, including many inflammation- and fibrosis-related genes, increased with the progression of liver disease, and BCAA supplementation repressed this up-regulation. 

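Macrophage, matrix and matrix protease genes were higher in the arrays labelled Ath+HF+BCAA 68w than in those labelled Ath+HF 68w. Cd68, a lysosomal protein of macrophages, had a log2 value of 11.22 ± 0.10 (SD, n = 3) in the former and of 8.61 ± 0.17 (SD, n = 3) in the latter. This is a log2 fold change of 2.61 (standard error 0.13, adjusted p = 2.39e-09 from limma). All 19 macrophage and monocyte markers were higher (19 when adjusted over the list alone), with a median of 2.24 (camera, adjusted p = 7.34e-20, and adjusted p = 0.0427 with an estimated correlation). Of 28 genes of extracellular matrix and collagens, 25 were higher and none was lower (25 when adjusted over the list alone), with a median of 1.12, such as the collagen chain Col6a3 (1.75, standard error 0.15). camera gave the matrix list an adjusted p = 4.31e-15, and adjusted p = 0.0427 with an estimated correlation. Of 23 matrix proteases and inhibitors, 16 were higher and none was lower (16 when adjusted over the list alone), or 16 and 2 with the array medians set equal and 16 and 1 with quantile normalization, with a median of 0.84, such as the gelatinase Mmp2 (2.50, standard error 0.14). Their list had an adjusted p = 6.4e-08, and adjusted p = 0.0427 with an estimated correlation. Cidec fell by 3.09 on the log2 scale (standard error 0.34) and Atf5 fell by 2.53 (standard error 0.15). Of the 799 genes higher than on basal diet in the arrays labelled Ath+HF 68w at a fold over 1.5, 303 were lower and 46 higher in those labelled Ath+HF+BCAA 68w. A lower mean was found in 85.9% of them, where simulated arrays without a BCAA effect gave 65.7%. At 38w it was found in 66.5%, where the simulation gave 50.3%. This share at 38w fell to 56.5% without Ath+HF+BCAA 38w replicate 3, and limma called 0 genes for BCAA at 38w. Simulated unchanged groups gave 95.1% at 68w, since the arrays labelled Ath+HF 68w also select the genes. Only noise selects genes in unchanged groups, so their shares are no chance level for genes that differ from basal diet. From 38w to 68w, 674 of the 799 genes rose in the Ath+HF arrays and 98.6% had a higher mean, where simulated unchanged groups gave 93.1%, since the same 68w arrays select the genes. In the Ath+HF+BCAA arrays, which do not select them, 88.1% had a higher mean at 68w, where simulated unchanged groups gave 56.2%. Setting the array medians equal moved the median log2 difference of all genes between the 68w groups from -0.09 to -0.23.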

Pathway analysis of the up-regulated gene clusters using MetaCore showed that the pathways related to epithelial-mesenchymal transition, extracellular matrix remodeling, chemokines and cell adhesion, and phosphatidylinositol diphosphate pathway were up-regulated (Supplementary Table 2). In addition to pro-fibrotic genes, oncogenes and metastasis-related genes such as p21 protein activated kinase 1, vimentin, phosphoinositide-3-kinase, Vav1 oncogene, and thymoma viral proto oncogene (Akt), were up-regulated (Supplementary Figure 1). Conversely, the expression of the down-regulated genes, including many metabolism- (e.g., leptin receptor and insulin receptor substrate 2) and mitochondria-related genes, decreased with the progression of liver disease, and BCAA supplementation rescued this down-regulation (Supplementary Figure 1 and Supplementary Table 2). These results demonstrated that long-term dietary exposure to the Ath+HF diet induced the progression of fibrosis and precancerous oncogenic signaling accompanied with metabolism-related gene abnormalities. 

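Against the basal diet arrays, genes of matrix, chemokines, cell adhesion, epithelial-mesenchymal transition and phosphatidylinositol signaling were higher in the arrays labelled Ath+HF 38w and Ath+HF+BCAA 68w, and in those labelled Ath+HF 68w the chemokines and matrix proteases called were mostly higher and the other lists went both ways. In the Ath+HF arrays of 38w, Thbs2, a matrix glycoprotein, was at 0.69 (standard error 0.10, adjusted p = 0.00142 from limma, n = 3). Of 28 matrix genes, 12 were higher and none was lower (21 when adjusted over the list alone) (camera, adjusted p = 2.25e-16, and adjusted p = 0.0399 with an estimated correlation). Of 29 chemokines and receptors, 11 were higher and none was lower (17 when adjusted over the list alone), such as Ccl3 (1.59, standard error 0.28), with an adjusted p = 2.57e-14, and adjusted p = 0.036 with an estimated correlation. Of 12 leukocyte adhesion genes, 10 were higher and none was lower (12 when adjusted over the list alone), such as the integrin Itgb2 (1.34, standard error 0.14), with an adjusted p = 5.3e-19, and adjusted p = 0.0258 with an estimated correlation. Of 22 transition genes, 6 were higher and none was lower (7 when adjusted over the list alone), such as the hyaluronan receptor Cd44 (1.04, standard error 0.12), with an adjusted p = 2.76e-05, and adjusted p = 0.0998 with an estimated correlation. Of 21 phosphatidylinositol and PI3K genes, 5 were higher and none was lower (9 when adjusted over the list alone), or 4 and 0 with the array medians set equal and 3 and 0 with quantile normalization, such as the phosphatase Inpp5d (0.75, standard error 0.13), with an adjusted p = 2.16e-06, and adjusted p = 0.0973 with an estimated correlation. In the arrays labelled Ath+HF 68w, the matrix genes split, since 6 were higher and 3 lower (5 and 3 when adjusted over the list alone), or 2 and 4 with the array medians set equal and 6 and 2 with quantile normalization, with adjusted p = 0.389 from camera. The crosslinking enzyme Loxl1 was at 0.82 (standard error 0.12) and periostin, Postn, at -0.81 (standard error 0.16). Of the matrix proteases and inhibitors, 6 were higher and none was lower (5 when adjusted over the list alone), or 4 and 0 with the array medians set equal and 3 and 1 with quantile normalization, such as Plaur (0.41, standard error 0.10), with an adjusted p = 0.264. Of the chemokines and receptors, 10 were higher and 1 lower (10 and 1 when adjusted over the list alone), or 6 and 1 with the array medians set equal and 5 and 0 with quantile normalization, such as Ccl19 (0.47, standard error 0.11), with an adjusted p = 0.429. Of the adhesion genes, 2 were lower and 1 higher (1 and 1 when adjusted over the list alone), with an adjusted p = 0.597. Of the transition genes, 4 were higher and 4 lower (4 and 4 when adjusted over the list alone), with Snai1 at 0.60 and the integrin Itgb1 at -0.70, an adjusted p = 0.701, and a median of -0.11 that turned to 0.02 with quantile normalization. Of the phosphatidylinositol genes, 7 were lower and 2 higher (7 and 2 when adjusted over the list alone), or 8 and 0 with the array medians set equal and 6 and 4 with quantile normalization, such as the kinase Pip4k2a (-0.58, standard error 0.11), with an adjusted p = 0.264. In the arrays labelled Ath+HF+BCAA 68w, 26 matrix genes, 22 chemokines and receptors and 12 adhesion genes were higher than on basal diet and none was lower (adjusted p = 0.0856 with an estimated correlation for each list). There, 15 transition genes were higher and 1 lower, or 11 and 3 with the array medians set equal and 14 and 1 with quantile normalization (adjusted p = 0.107 with an estimated correlation), and 12 phosphatidylinositol genes were higher and 2 lower, or 11 and 4 with the array medians set equal and 14 and 3 with quantile normalization (adjusted p = 0.132 with an estimated correlation). Setting the array medians equal moved the median of all genes in that comparison from 0.01 to -0.20. The small nucleolar RNA Snora44 was lower in both 68w groups, at -2.09 and -2.38 against basal diet.

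**Figure D2:**
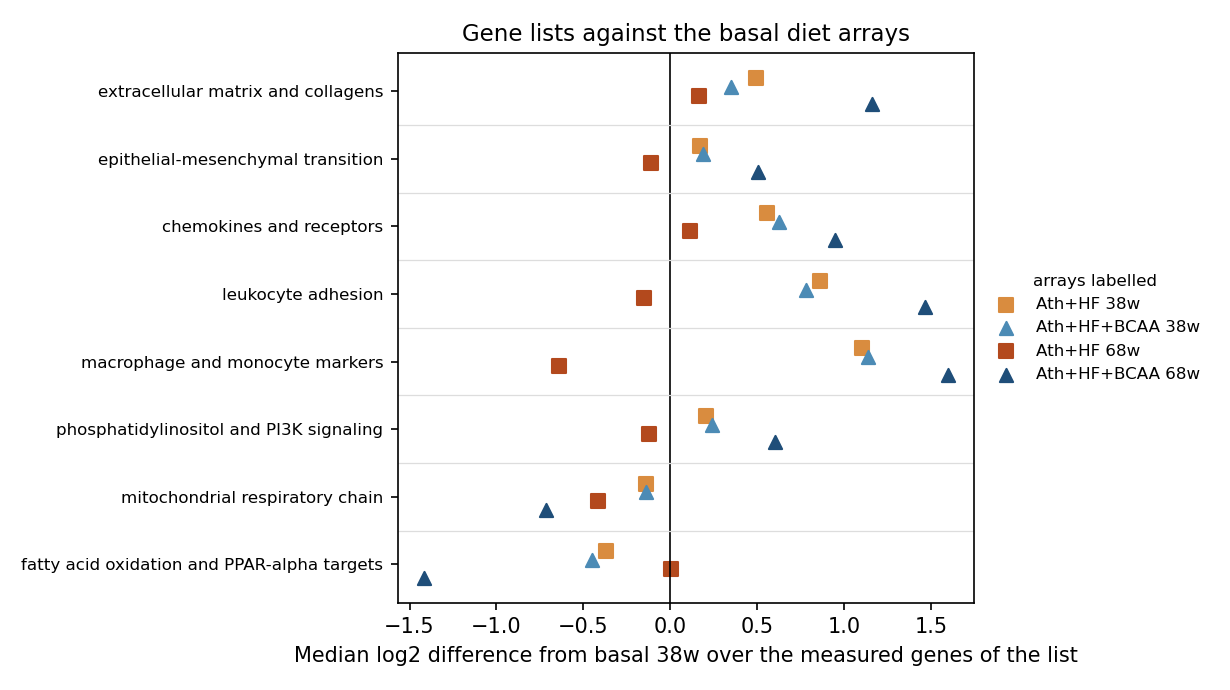
Median log2 difference from the basal diet arrays of 38w for 8 gene lists in the 4 other labelled groups. Matrix, chemokine, adhesion and macrophage genes lie above 0 in both 38w groups and in the arrays labelled Ath+HF+BCAA 68w, and for those labelled Ath+HF 68w the medians of the epithelial-mesenchymal transition and fatty acid oxidation lists change sign with the scaling of the arrays.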

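Vim and Vav1 were higher in the Ath+HF arrays of 38w than in the basal diet arrays, and had their highest means in the arrays labelled Ath+HF+BCAA 68w. In the arrays labelled Ath+HF 68w, Vav1 and the kinase subunits Pik3ca, Pik3cb and Pik3r3 were lower than on basal diet, and Akt2 and the subunit Pik3r5 were higher. Vim (transcript cluster 10469322), an intermediate filament of mesenchymal cells, had a log2 value of 10.33 ± 0.13 (SD, n = 3) in basal diet arrays and of 11.45 ± 0.13 (SD, n = 3) in the Ath+HF arrays of 38w. It was at 10.10 ± 0.21 (SD, n = 3) in those labelled Ath+HF 68w and at 12.38 ± 0.22 (SD, n = 3) in those labelled Ath+HF+BCAA 68w. Its log2 fold change against basal diet was 1.13 at 38w (standard error 0.15, adjusted p = 0.0006 from limma) and -0.23 in the arrays labelled Ath+HF 68w (standard error 0.15, adjusted p = 0.246). Vav1 (transcript cluster 10446253), a signaling protein of blood cells, was at 0.86 (standard error 0.16) at 38w and at -0.71 (standard error 0.16) in the arrays labelled Ath+HF 68w. In the latter, Pik3ca was at -0.49 (standard error 0.10), Pik3cb at -0.64 (standard error 0.11) and Pik3r3 at -0.94 (standard error 0.14). Akt1 was at -0.18 (standard error 0.09, adjusted p = 0.121 from limma), and was called lower, at -0.25, with the array medians set equal. Akt2 was at 0.26 (standard error 0.08, adjusted p = 0.0217 from limma). This call ended with the array medians set equal (0.20), in a fit of the groups compared alone (0.26), and without basal 38w replicate 1 (0.25), basal 38w replicate 2 (0.23) or Ath+HF 68w replicate 2 (0.25). Pik3r5 was at 0.40 (standard error 0.14, adjusted p = 0.0339 from limma), and was no longer called with the array medians set equal (0.34) or without basal 38w replicate 1 (0.33), Ath+HF 68w replicate 2 (0.36) or Ath+HF 68w replicate 3 (0.41). Of 12 measured genes that the paper names for these arrays or that were taken here for the kinases it names, 4 were lower and 2 higher (4 and 2 when adjusted over the list alone), or 5 and 0 with the array medians set equal and 4 and 3 with quantile normalization (camera, adjusted p = 0.264, and fry, adjusted p = 0.0295). Since the study named vimentin, Vav1 and these kinases from these samples, and the subunits were chosen here, this list is not independent evidence. The p21 protein activated kinase 1 is not analysed here, since no transcript cluster carries its symbol alone. Between the 68w groups, 9 were higher and none was lower (9 when adjusted over the list alone) in the arrays labelled Ath+HF+BCAA 68w (camera, adjusted p = 2.08e-05, and adjusted p = 0.0427 with an estimated correlation). Vim was at 2.28 (standard error 0.15), Vav1 at 2.25 (standard error 0.16), Pik3cg at 1.40 (standard error 0.16) and Akt1 at 0.49 (standard error 0.09) there. Pik3ca was at 0.00 (standard error 0.10, adjusted p = 0.98 from limma).

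**Figure D3:**
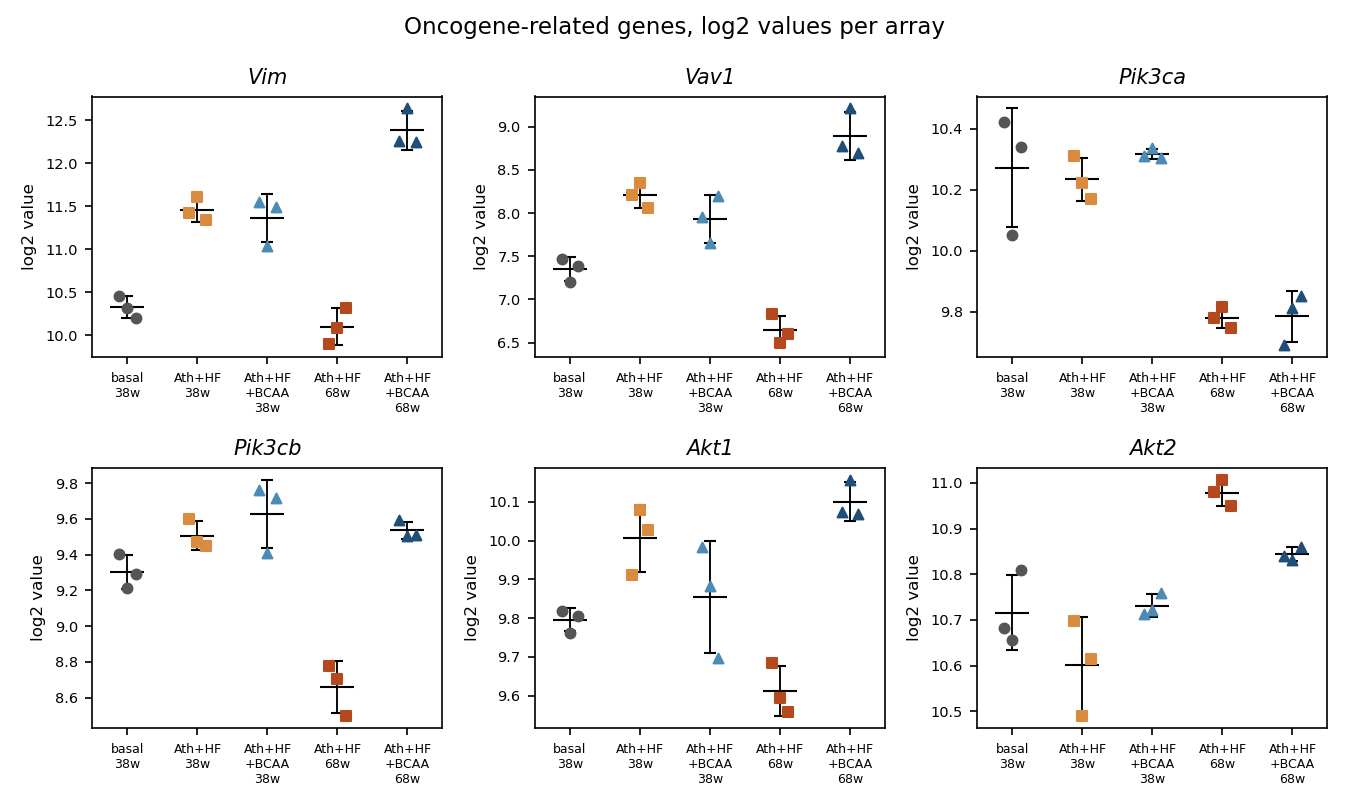
Log2 expression of Vim, Vav1, Pik3ca, Pik3cb, Akt1 and Akt2 in the 5 labelled groups, with points for arrays and bars for the mean ± SD (n = 3). Vim and Vav1 have their highest means in the arrays labelled Ath+HF+BCAA 68w and their lowest in those labelled Ath+HF 68w.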

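Genes of the respiratory chain were lower in both 68w groups than in the basal diet arrays of 38w. Genes of fatty acid oxidation and the leptin receptor were lower in the arrays labelled Ath+HF+BCAA 68w than in those labelled Ath+HF 68w. Lepr, the leptin receptor (transcript cluster 10506301), had a log2 value of 8.74 ± 0.41 (SD, n = 3) in basal diet arrays, 9.76 ± 0.41 (SD, n = 3) in those labelled Ath+HF 68w and 6.78 ± 0.16 (SD, n = 3) in those labelled Ath+HF+BCAA 68w. Its log2 fold change against basal diet was 1.02 in the arrays labelled Ath+HF 68w (standard error 0.39, adjusted p = 0.0492 from limma). This call ended with the array medians set equal (0.96), with a variance trend and robust fit, and, at 0.85 to 1.02, without basal 38w replicate 1 or 2, any Ath+HF 38w replicate, Ath+HF+BCAA 38w replicate 1, Ath+HF 68w replicate 2 or 3 or any Ath+HF+BCAA 68w replicate. Between the 68w groups, Lepr was lower by 2.98 on the log2 scale in the arrays labelled Ath+HF+BCAA (standard error 0.39, adjusted p = 2.02e-05 from limma). Irs2, insulin receptor substrate 2 (transcript cluster 10576971), was at 0.12 against basal diet (standard error 0.21, adjusted p = 0.693) and at -0.96 with BCAA at 68w (standard error 0.21). Of 17 genes of insulin, leptin and growth hormone signaling, 4 were higher and 1 lower (3 and 1 when adjusted over the list alone) in the arrays labelled Ath+HF 68w than on basal diet, or 2 and 1 with the array medians set equal and 5 and 1 with quantile normalization (camera, adjusted p = 0.701). With BCAA at 68w, 9 were lower and 2 higher (9 and 2 when adjusted over the list alone) (adjusted p = 0.00769, and adjusted p = 0.292 with an estimated correlation). Of 30 genes of the respiratory chain, 19 were lower and 1 higher (19 and 1 when adjusted over the list alone) in the arrays labelled Ath+HF 68w against basal diet, with a median of -0.42 (camera, adjusted p = 3.92e-06, and adjusted p = 0.883 with an estimated correlation). Ndufs1 of complex I was at -0.80 (standard error 0.08) and Uqcrfs1 of complex III at -1.02 (standard error 0.12). In the arrays labelled Ath+HF+BCAA 68w, 26 were lower and none was higher (26 when adjusted over the list alone) than on basal diet, with a median of -0.71 (adjusted p = 1.83e-12, and adjusted p = 0.0856 with an estimated correlation). Between the 68w groups, 18 were lower and none was higher (20 when adjusted over the list alone) with BCAA, or 22 and 0 with the array medians set equal and 15 and 2 with quantile normalization, such as Ndufa9 (-1.05, standard error 0.12), with adjusted p = 2.08e-05, and adjusted p = 0.244 with an estimated correlation. Of 13 genes of mitochondrial matrix metabolism, 5 were lower and 2 higher (5 and 2 when adjusted over the list alone) than on basal diet in the arrays labelled Ath+HF 68w, or 5 and 2 with the array medians set equal and 3 and 2 with quantile normalization (camera, adjusted p = 0.424, and fry, adjusted p = 0.0361). Idh3a of the citric acid cycle was at -1.08 (standard error 0.14) and Mdh2 at 0.71 (standard error 0.10). All 18 genes of fatty acid oxidation were lower with BCAA at 68w (18 when adjusted over the list alone), with a median of -1.51 (camera, adjusted p = 2.08e-13, and adjusted p = 0.0857 with an estimated correlation), such as Acadvl (-1.28, standard error 0.10). Of the 1548 genes lower in the arrays labelled Ath+HF 68w at a fold over 1.5, 648 were higher and 161 lower in those labelled Ath+HF+BCAA 68w. A higher mean was found in 68.7%, or in 56.2% with the array medians set equal, where simulated arrays without a BCAA effect gave 60.1%. At 38w it was found in 64.5%, where the simulation gave 49.8%. This share at 38w fell to 55.8% without Ath+HF 38w replicate 3 and to 59.6% without Ath+HF+BCAA 38w replicate 3. At 38w, limma called 0 genes for BCAA. Simulated unchanged groups gave 93.3% at 68w, since the arrays labelled Ath+HF 68w also select these genes. There too, only noise selects the genes, so this is no chance level for genes that differ from basal diet. From 38w to 68w, 99.2% had a lower mean in the Ath+HF arrays, where simulated unchanged groups gave 94.6%, and 84.4% in the Ath+HF+BCAA arrays, where these gave 47.9%. The small nucleolar RNA Snord52 was lower in both 68w groups too, at -1.99 and -2.42 against basal diet.

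**Figure D4:**
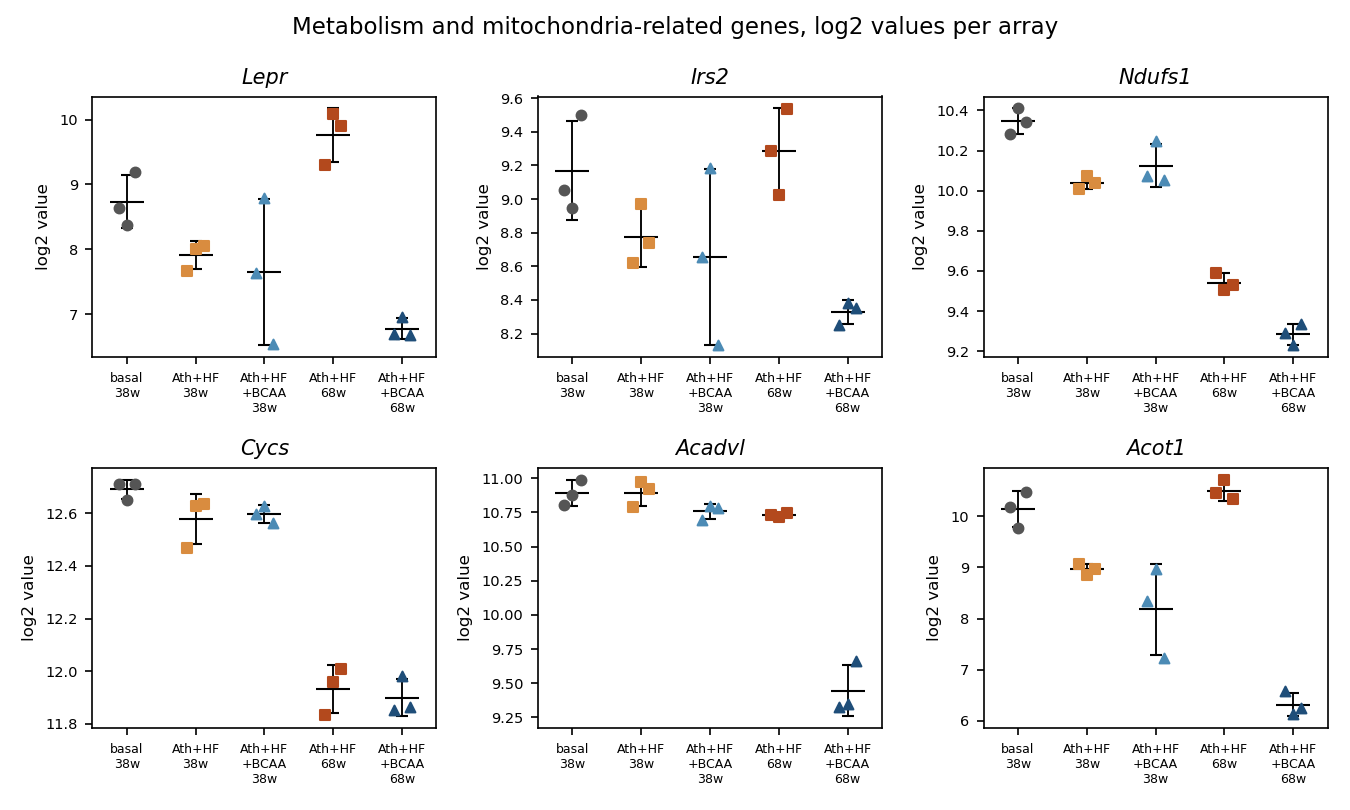
Log2 expression of Lepr, Irs2, Ndufs1, Cycs, Acadvl and Acot1 in the 5 labelled groups, with points for arrays and bars for the mean ± SD (n = 3). Ndufs1 and Cycs are lower in both 68w groups than in the basal diet arrays, and Lepr, Acadvl and Acot1 are lowest in the arrays labelled Ath+HF+BCAA 68w.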

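At equal age, macrophage and acute phase genes and 4 of 15 fetal liver and tumor markers were higher in the Ath+HF arrays than in the basal diet arrays. Genes of cholesterol synthesis were lower. Gpnmb, at 6.39 ± 0.36 (SD, n = 3) in the basal diet arrays, rose by 4.45 on the log2 scale (standard error 0.27, adjusted p = 2.29e-07 from limma). Lpl, lipoprotein lipase, rose by 2.80 (standard error 0.17), and Cyp8b1, a hydroxylase of bile acid synthesis, fell by 2.68 (standard error 0.46). Of 19 macrophage and monocyte markers, 16 were higher and none was lower (17 when adjusted over the list alone), with a median of 1.10 (camera, adjusted p = 2.91e-30, and adjusted p = 0.0258 with an estimated correlation). Of 17 acute phase genes, 7 were higher and none was lower (13 when adjusted over the list alone) (adjusted p = 9.12e-16, and adjusted p = 0.0773 with an estimated correlation). Of 15 fetal liver and tumor markers, 4 were higher and none was lower (4 when adjusted over the list alone), or 4 and 0 with the array medians set equal and 2 and 0 with quantile normalization (adjusted p = 4.77e-05, and adjusted p = 0.0288 with an estimated correlation), such as lipocalin 2, Lcn2 (2.64, standard error 0.16), and the Golgi protein Golm1 (0.70, standard error 0.11). Of 25 genes of TGF-beta and PDGF signaling, 6 were higher and none was lower (7 when adjusted over the list alone) (adjusted p = 7.43e-05, and adjusted p = 0.177 with an estimated correlation), such as Tgfbi (0.62, standard error 0.11). Of 16 stellate cell and myofibroblast markers, 3 were higher and none was lower (4 when adjusted over the list alone) (adjusted p = 0.000391, and adjusted p = 0.0998 with an estimated correlation), such as Pdgfra (0.60, standard error 0.12). Of 23 cell cycle genes, 3 were higher and none was lower (7 when adjusted over the list alone) (adjusted p = 2.59e-05, and adjusted p = 0.204 with an estimated correlation), such as the checkpoint kinase Bub1 (0.86, standard error 0.12). Of 20 cholesterol synthesis genes, 8 were lower and none was higher (11 when adjusted over the list alone) (adjusted p = 2.53e-11, and adjusted p = 0.0913 with an estimated correlation), such as Sqle (-1.31, standard error 0.17). Of the tumor markers, 2 were higher and 2 lower (1 and 1 when adjusted over the list alone) in the arrays labelled Ath+HF 68w than on basal diet, or 1 and 3 with the array medians set equal and 1 and 4 with quantile normalization, with adjusted p = 0.853 and a median whose sign turned with the scaling. Of the cell cycle genes, 4 were lower and 1 higher (3 and 0 when adjusted over the list alone) there, or 7 and 0 with the array medians set equal or with quantile normalization. Their adjusted p = 0.219 ranged over the alternatives from 0.0207 with quantile normalization to 0.554. In those labelled Ath+HF+BCAA 68w, 10 tumor markers were higher than on basal diet and none was lower (adjusted p = 3.32e-06, and adjusted p = 0.0246 with an estimated correlation), with Lcn2 at 3.84 (standard error 0.16). There, 15 cell cycle genes were higher and 2 lower (adjusted p = 0.204 with an estimated correlation). limma called 608 genes higher and 235 lower at 38w, or 445 and 559 with the array medians set equal. The total of 843 was 502 in a fit of the groups compared alone, 545 without basal 38w replicate 3 and 421 without Ath+HF 38w replicate 2. The groups did not overlap in 21.0% of all genes, where chance gives 10%.

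**Figure D5:**
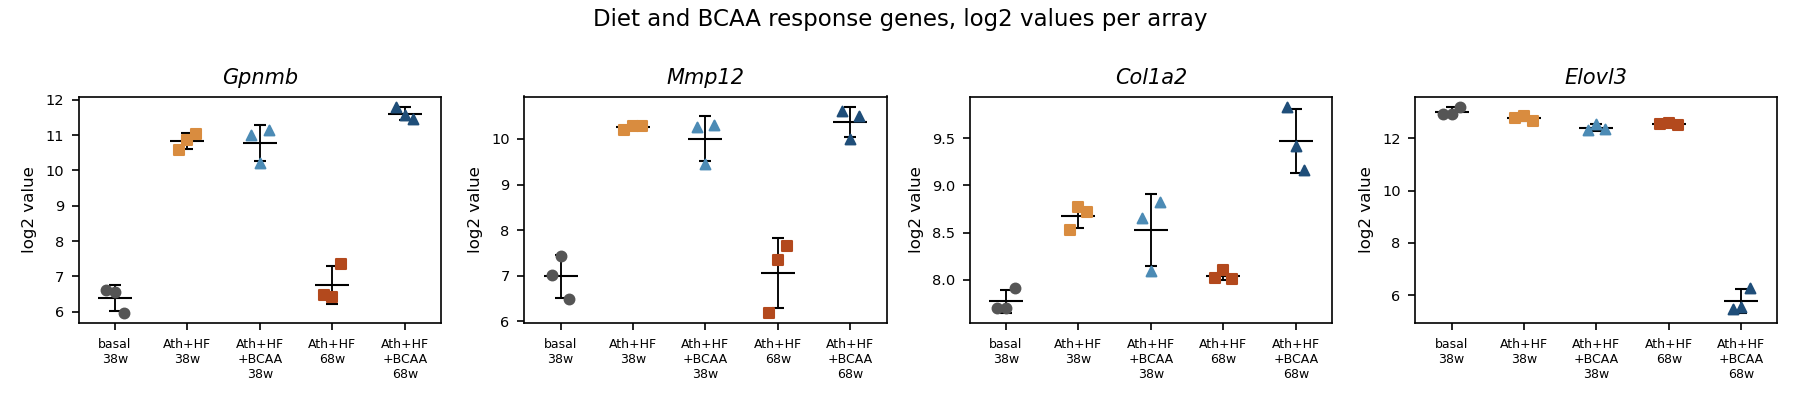
Log2 expression of Gpnmb, Mmp12, Col1a2 and Elovl3 in the 5 labelled groups, with points for arrays and bars for the mean ± SD (n = 3). Gpnmb and Mmp12 are high in both 38w groups on Ath+HF diets and in the arrays labelled Ath+HF+BCAA 68w and low in the others, and Elovl3 is low in the arrays labelled Ath+HF+BCAA 68w.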

BCAA supplementation restored the expression of these genes.

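At 38w, no gene was called different between the Ath+HF+BCAA and Ath+HF arrays. At 68w, macrophage and matrix genes were higher and most male-biased liver genes lower in the arrays labelled Ath+HF+BCAA than in those labelled Ath+HF. Elovl3, a fatty acid elongase, had a log2 value of 12.76 ± 0.09 (SD, n = 3) in Ath+HF and of 12.41 ± 0.13 (SD, n = 3) in Ath+HF+BCAA arrays at 38w. At 68w it had 12.55 ± 0.05 (SD, n = 3) in arrays labelled Ath+HF and 5.77 ± 0.45 (SD, n = 3) in those labelled Ath+HF+BCAA, a log2 fold change of -6.78 (standard error 0.17, adjusted p = 9.31e-13 from limma). Gpnmb was at 10.78 ± 0.50 (SD, n = 3) with BCAA at 38w and at 11.61 ± 0.18 (SD, n = 3) at 68w, where it was higher by 4.87 than in the arrays labelled Ath+HF 68w (standard error 0.27). Casp12, a caspase of the endoplasmic reticulum, was at 4.04 (standard error 0.26) and Cyp8b1 at -5.80 (standard error 0.46) between the 68w groups. Of 9 male-biased liver genes, 8 were lower and 1 higher (8 and 1 when adjusted over the list alone), at 68w (camera, adjusted p = 4.4e-05, and adjusted p = 0.0925 with an estimated correlation). At 38w none of them was called (2 higher when adjusted over the list alone), with adjusted p = 0.0108, and adjusted p = 0.989 with an estimated correlation. At 38w limma called 0 genes at an adjusted p under 0.05 and 1528 at an unadjusted p under 0.05, and 1 gene was called with array weights or without Ath+HF+BCAA 38w replicate 3. At 68w, 3947 genes were higher and 3274 lower in the arrays labelled Ath+HF+BCAA, or 2965 and 7362 with the array medians set equal. There, 58.7% of all genes did not overlap, where chance gives 10%. Of 12 genes that the paper's quantitative PCR shows lower with BCAA, 11 were higher in these arrays. An exchange of the labels of both 68w groups may explain this, and a stronger diet response with BCAA would give the same array values. Clock genes differed too, which another time of day may explain. The difference of the BCAA effect between 68w and 38w was 2.37 for Vim (standard error 0.21, adjusted p = 2.12e-06 from limma) and -2.72 for Lepr (standard error 0.55). It was called in 4102 genes, higher at 68w in 2572 and lower in 1530, or in 1820 and 3608 with the array medians set equal, which moved the median of all genes from -0.05 to -0.21. In the mean of both ages, 2982 genes were higher and 2247 lower with BCAA, or 2392 and 4262 with the array medians set equal, such as the chemokine Cxcl14 (1.02, standard error 0.10). Of the 445 genes higher on the Ath+HF diet at 38w at a fold over 1.5, 405 were higher and 3 lower in the arrays labelled Ath+HF+BCAA 68w than in those labelled Ath+HF 68w. A lower mean was found in 3.60%, in 5.82% without basal 38w replicate 1, in 6.44% without Ath+HF 38w replicate 1 and in 12.3% over all transcript clusters, where simulated arrays without a BCAA effect gave 49.9%. Of the 132 lower ones, 15.9% had a higher mean, or 9.64% without basal 38w replicate 2, 22.3% over all transcript clusters and 25.8% with quantile normalization, where the simulation gave 49.6%. From its expression profiles, the paper concludes that long exposure to the diet led to fibrosis and oncogenic signaling with abnormal metabolic genes, and it states that BCAA restored these genes.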

### BCAA supplementation prevented the occurrence of liver tumors in the Ath+HF diet mouse model

We evaluated liver tumors in the basal, Ath+HF, and Ath+HF+BCAA diet groups at 68w (Figure 3). The appearance of the liver surface in the Ath+HF group was nodular and HCC was observed in the liver (Figure 3A). BCAA supplementation improved the appearance of the liver. Histological assessment of liver tumors revealed the typical morphology of hepatic adenoma or HCC (Figure 3A). The Ath+HF group developed liver tumors at a high frequency (73.5%), while no liver tumors were observed in the basal diet group. BCAA supplementation significantly reduced the incidence of liver tumors (30.8%, P < 0.01) (Figure 3B). In addition, BCAA supplementation significantly reduced the increase of liver weight in the Ath+HF group (Figure 3C).

**Figure 3:**
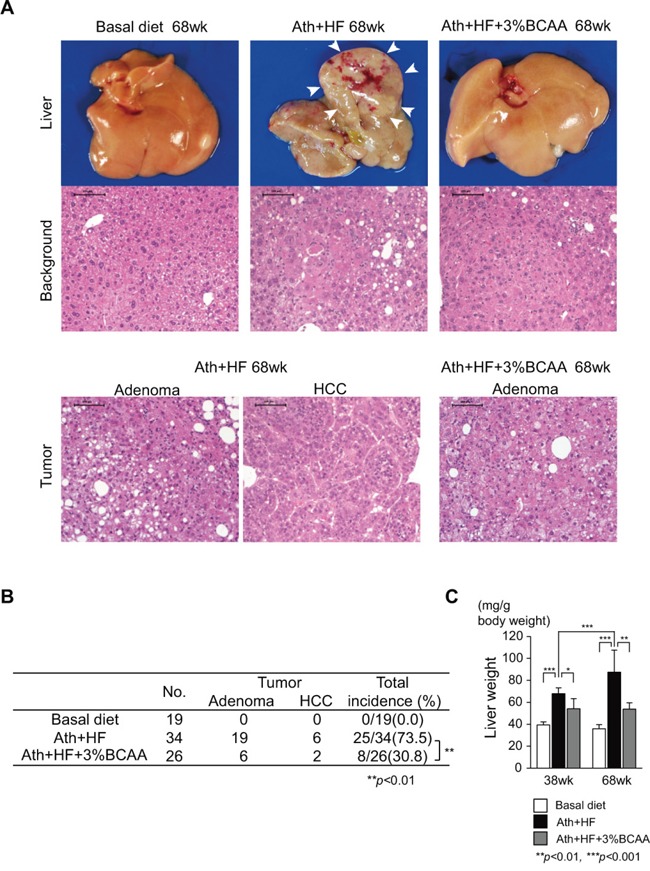
Effects of BCAA supplementation on liver tumorigenesis in C57BL/6J mice fed the Ath+HF diet **A**. Macroscopic findings of livers and hematoxylin and eosin staining of background livers and hepatic tumors. **B**. Incidence of hepatic tumors (adenoma or HCC) in livers of mice that were fed the basal, Ath+HF, or Ath+HF diet supplemented with 3% BCAA at 68w. **C**. Liver weights of mice fed the basal, Ath+HF, or Ath+HF diet supplemented with 3% BCAA at 38w and 68w.

### BCAA supplementation reduced the incidence of fibrosis and tumors in the liver of *Pdgf-c Tg* mice

To examine the effect of BCAA on a different NASH-HCC mouse model, we utilized *Pdgf-c Tg* mice, which develop hepatic fibrosis, steatosis, and tumors [8]. *WT* and *Pdgf-c Tg* mice were fed a basal diet (*WT* basal diet group and *Pdgf-c Tg* basal diet group, respectively) or a basal diet supplemented with 3% BCAA (*WT* BCAA group and *Pdgf-c Tg* BCAA group, respectively) (Supplementary Materials and Methods) (Supplementary Figure 2A). Hepatic fibrosis and tumor incidence were evaluated at 28w. The *Pdgf-c Tg* basal diet group developed hepatic fibrosis, whereas no fibrosis was observed in the *WT* basal diet group. The area of fibrosis was significantly reduced in the *Pdgf-c Tg* BCAA group compared with the *Pdgf-c Tg* basal diet group, while serum ALT levels were not different between the two groups (Supplementary Table 3, Figure 2B and 2C). The expression of collagen 1a2, collagen 4a2, α-SMA, and PDGFRβ mRNA was significantly up-regulated in the *Pdgf-c Tg* basal diet group compared with the *WT* basal diet group, and this up-regulation was significantly reduced in the *Pdgf-c Tg* BCAA group (Supplementary Figure 2D). Western blotting analysis showed the up-regulated expression of PDGFRβ, p300, p-ERK, and α-SMA in the *Pdgf-c Tg* basal diet group compared with the *WT* basal diet group, and this up-regulation was reduced in the *Pdgf-c Tg* BCAA group (Supplementary Figure 2E). Similarly, IHC staining showed the up-regulation of collagen 1, desmin, and PDGFRβ in the *Pdgf-c Tg* basal diet group, and this up-regulation was repressed in the *Pdgf-c Tg* BCAA group (Supplementary Figure 3).

The appearance of the liver in the *Pdgf-c Tg* basal diet group was associated with multiple nodules, while it was much improved in the *Pdgf-c Tg* BCAA group (Supplementary Figure 4A). Actually, the *Pdgf-c Tg* basal diet group developed hepatic tumors at 100% (8 of adenoma and 1 of HCC), while the *Pdgf-c Tg* BCAA group developed only 1 tumor (11.1%) (Supplementary Figure 4B). Liver weight increased in the *Pdgf-c Tg* basal diet group, and this increase was significantly reduced in the *Pdgf-c Tg* BCAA group (Supplementary Figure 4C).

### BCAA diminished the pro-fibrotic signaling induced by TGF-β1 in HSC

To examine the mechanism of the anti-fibrotic and anti-tumor effects of BCAA on HCC development, we focused on genes with a shared function of pro-fibrotic, metabolic, and oncogenic signaling. Genes related to TGF-β1 signaling, such as TGFβR1, TGFβR2, and p-Smad3L, genes related to TGF-β1 and metabolism-related transcription factors (NFYA and NFYB), and a gene related to TGF-β1 and WNT/β-catenin-related histone acetyltransferase (p300) were evaluated (Figure 4A). The expression of these genes, except TGFβR2, was up-regulated in the Ath+HF group and repressed in the Ath+HF+BCAA group (Figure 4A). qRT-PCR analysis of TGFβR1 and TGFβR2 showed the significant up-regulation of TGFβR1 in the Ath+HF group, and its expression was significantly repressed in the Ath+HF+BCAA group at both 38w and 68w (Figure 4B), while no significant reduction of TGFβR2 was observed in the Ath+HF+BCAA group.

**Figure 4:**
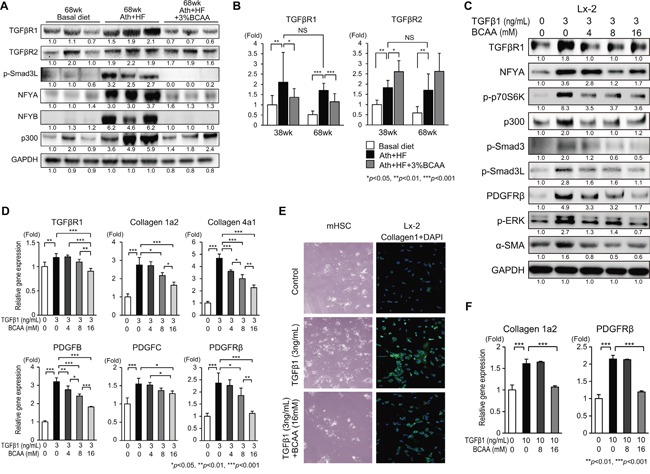
Effects of BCAA on TGF-β1-related signaling in Ath+HF diet mice (A, B), Lx-2 cells (C–E), and primary mouse HSC (E, F) **A**. Western blotting of TGFβR1, TGFβR2, p-Smad3L, NFYA, NFYB, and p300 in livers of mice fed the basal, Ath+HF, or Ath+HF diet supplemented with 3% BCAA at 68w. **B**. Relative expression of mRNA for TGFβR1 and TGFβR2 in livers of mice fed the basal, Ath+HF, or Ath+HF diet supplemented with 3% BCAA at 38w and 68w (N = 8). **C**. Western blotting of TGFβR1, p-p70S6K, p300, p-Smad3, p-Smad3L, PDGFRβ, p-ERK, and α-SMA in Lx-2 cells activated by recombinant human TGF-β1 (3 ng/mL) with different concentrations of BCAA (0, 4, 8 and 16 mM). **D**. Relative expression of mRNA for TGFβR1, collagen 1a2, collagen 4a1, PDGFB, PDGFC, PDGFRβ, and TGFβR2 in Lx-2 cells activated by recombinant human TGF-β1 (3 ng/mL) with different concentrations of BCAA (0, 4, 8, and 16 mM) (N = 3). **E**. Microscopic view of primary mouse HSC treated with recombinant mouse TGF-β1 (3 ng/mL) with or without BCAA (16 mM) for 24 h (left). IF staining for collagen 1 in Lx-2 cells activated by recombinant human TGF-β1 (3 ng/mL) with or without BCAA (16 mM) for 24 h (right). **F**. Relative expression of mRNA for collagen 1a2 and PDGFRβ in primary mouse HSC treated with recombinant mouse TGFβ with or without BCAA (N = 3).

The influence of BCAA on TGF-β1 signaling was evaluated in the human HSC cell line Lx-2 (Figure 4C–4E). TGF-β1 increased the expression of TGFβR1, p-p70S6K, p300, p-Smad3, p-Smad3L, PDGFRβ, p-ERK, and αSMA in Lx-2 cells, and this activation was repressed by the addition of BCAA (Figure 4C). Correlating with these results, the expression of collagen 1a2, collagen 4a1, PDGFB, and PDGFC was up-regulated by TGF-β1, and this up-regulation was repressed by the addition of BCAA in Lx-2 cells, as demonstrated by qRT-PCR analysis (Figure 4D) and immunofluorescent (IF) staining (Figure 4E). The addition of BCAA repressed the TGF-β1-induced trans-differentiation of HSC to myofibroblast-like cells (Figure 4E). An MTT assay showed that TGF-β1 increased the cell viability of primary mouse HSC and Lx-2 cells, while it decreased the viability of primary mouse hepatocytes. The addition of BCAA restored the changes of cell viability induced by TGF-β1 (Supplementary Figure 5). The expression of collagen 1a2 and PDGFRβ was up-regulated by TGF-β1 in primary mouse HSC, and this up-regulation was repressed by the addition of BCAA (Figure 4F). These results showed that BCAA attenuated TGF-β1-stimulated signaling in HSC.

### BCAA diminished the lipogenesis, WNT/β-catenin, and pro-apoptotic signaling induced by TGF-β1 in hepatocytes

The influence of BCAA on TGF-β1 signaling was evaluated in the human hepatocellular carcinoma Huh-7 cell line (Figure 5A and 5B). BCAA attenuated TGF-β1 signaling (TGFβRI, NFYA, p300, p-Smad2, p-Smad3L, PDGFRβ, and p-AKT) in Huh-7 cells. In contrast to the results from Lx-2 cells (Figure 4C), TGF-β1 repressed the expression of p-p70S6K, and BCAA partially restored its expression (Figure 5A). Interestingly, TGF-β1 stimulated the expression of lipogenesis transcription factors such as SCD, SREBF1, and SREBF2 (Figure 5B). In addition, TGF-β1 stimulated the expression of WNT/β-catenin signaling-related genes such as cyclin D1, β-catenin, EpCAM, and Jagged 1 in Huh-7 cells (Figure 5B). BCAA reduced the expression of these genes significantly (Figure 5B). In mouse primary hepatocytes, TGF-β1 increased the expression of cleaved caspase 3 in the amino acid-depleted condition (1/5 DMEM) (Figure 5C upper). Palmitate accelerated the expression of cleaved caspase 3 induced by TGF-β1, while BCAA completely repressed this expression (Figure 5C upper). Importantly, BCAA substantially repressed the expression of NFYA and p300 in mouse primary hepatocytes (Figure 5C lower). Thus, BCAA repressed TGF-β1-induced lipogenesis, WNT/β-catenin, and pro-apoptotic signaling in hepatocytes.

**Figure 5:**
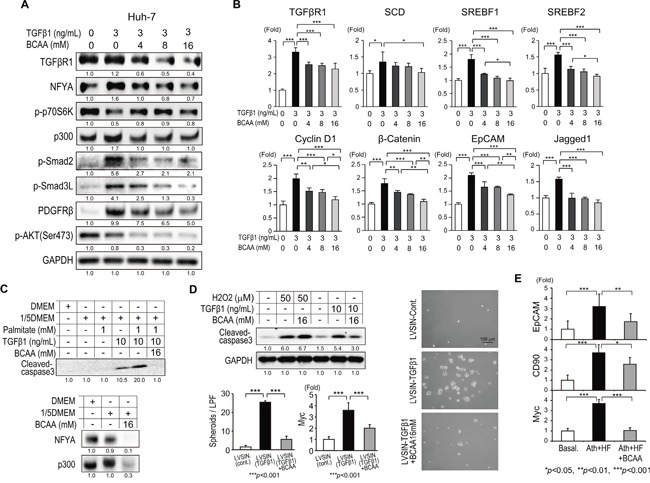
Effects of BCAA on TGF-β1-related signaling in hepatocytes **A**. Western blotting of TGFβR1, p-p70S6K, p300, p-Smad2, p-Smad3L, PDGFRβ, and p-AKT(Ser473) in Huh-7 cells activated by recombinant human TGF-β1 (3 ng/mL) with different concentrations of BCAA (0, 4, 8, and 16 mM). **B**. Relative expression of mRNA for TGFβR1, SCD, SREBF1, SREBF2, cyclin D1, β-catenin, EpCAM, and Jagged 1 in Lx-2 cells activated by recombinant human TGF-β1 (3 ng/mL) with different concentrations of BCAA (0, 4, 8, and 16 mM) (N = 3). **C**. Western blotting of cleaved caspase-3 (upper), NFYA, and p300 (lower) in primary mouse hepatocytes under stimulation with 1/5 DMEM, palmitate, and recombinant mouse TGF-β1 with or without BCAA. **D**. Western blotting of cleaved caspase-3 in WB-F344 cells under stimulation with H_2_O_2_ or recombinant mouse TGF-β1 with or without BCAA (left-upper). Representative view of spheroid formation of WB-F344 cells transduced by recombinant lentivirus (LVSIN-TGF-β1) with or without BCAA (right). Number of spheroids formed by WB-F344 cells and Myc expression in spheroids (N = 5) (left-lower). **E**. Expression of the tumor-initiating markers EpCAM, CD90, and Myc in livers of mice fed the basal, Ath+HF, or Ath+HF diet supplemented with 3% BCAA at 68w (N = 10).

To examine the role of BCAA in hepatocarcinogenesis, we utilized WB-F344 rat liver epithelial stem-like cells [9]. Hydrogen peroxide (H_2_O_2_) treatment induced the expression of cleaved caspase 3 in WB-F344 cells; however, it was not repressed by the addition of BCAA. Conversely, BCAA repressed the TGF-β1-induced expression of cleaved caspase 3 (Figure 5D upper-left). We generated a recombinant lentivirus expressing mouse TGF-β1 (LVSIN-TGF-β1). WB-F344 cells transduced with TGF-β1 formed an increased number of spheroids compared to WB-F344 cells transduced with the control virus (LVSIN-cont). The expression of Myc was significantly increased in TGF-β1-transduced spheroids. The addition of BCAA significantly decreased the number of spheroids and the expression of Myc (Figure 5D lower-left and right). Correlating with these results *in vitro*, the expression of the tumor-initiating markers EpCAM, CD90, and Myc was significantly increased in the Ath+HF group compared with the basal diet group and their expression was significantly repressed in the Ath+HF+BCAA group (Figure 5E).

### BCAA targets TGFβRI by inhibiting NFY and p300

NFY binds to CCAAT motifs in the promoter region of a variety of genes. NFY is a heteromeric protein composed of three subunits, NFYA, NFYB, and NFYC, which are all necessary for CCAAT binding [10]. Among these subunits, NFYA is a regulatory subunit that is acetylated by the histone acetyltransferase p300 [10]. We examined the relationship between the expression of NFYA and TGF-β signaling. TGF-β1 increased the expression of nuclear NFYA, NFYB, and p300 in Lx-2 cells that was repressed by the addition of BCAA (Figure 6A). To examine the functional relevance of NFYA on TGF-β1 signaling in Lx-2 cells, we knocked down the expression of NFYA by small interfering (si) RNA. TGF-β1 increased the expression of NFYA, TGFβR1, TGFβR2, p-Smad2, p-Smad3, p-Smad3L, and p-Akt (Ser473), and knocking down NFYA decreased the expression of these genes, except for TGFβR2 (Figure 6B). The expression of collagen 1a1 was decreased by the repression of NFYA (Figure 6C). These results could indicate that NFYA mediated TGF-β1 signaling by regulating TGFβR1, but not TGFβR2, in Lx-2 cells. To examine the relationship between NFYA and TGFβR1, we performed a promoter assay of TGFβR1. We found two NFY binding sites upstream of the transcription initiation site of TGFβR1 (−492 and −91). A reporter construct including the putative promoter region (−1000 to 56 bp relative to the transcription initiation site of TGFβR1) fused to firefly luciferase (pTGFβR1-Luc-wt) was used to examine the promoter activity of TGFβR1 (Figure 6D). Interestingly, the addition of BCAA reduced the promoter activity of TGFβR1 significantly. Mutation of either the NFY binding site at −492 (pTGFβR1-Luc-mutA) or −91 (pTGFβR1-Luc-mutB) repressed the basal promoter activity of TGFβR1 and inhibited the suppressive effect of BCAA. Thus, BCAA targets TGFβRI by inhibiting NFY and p300.

**Figure 6:**
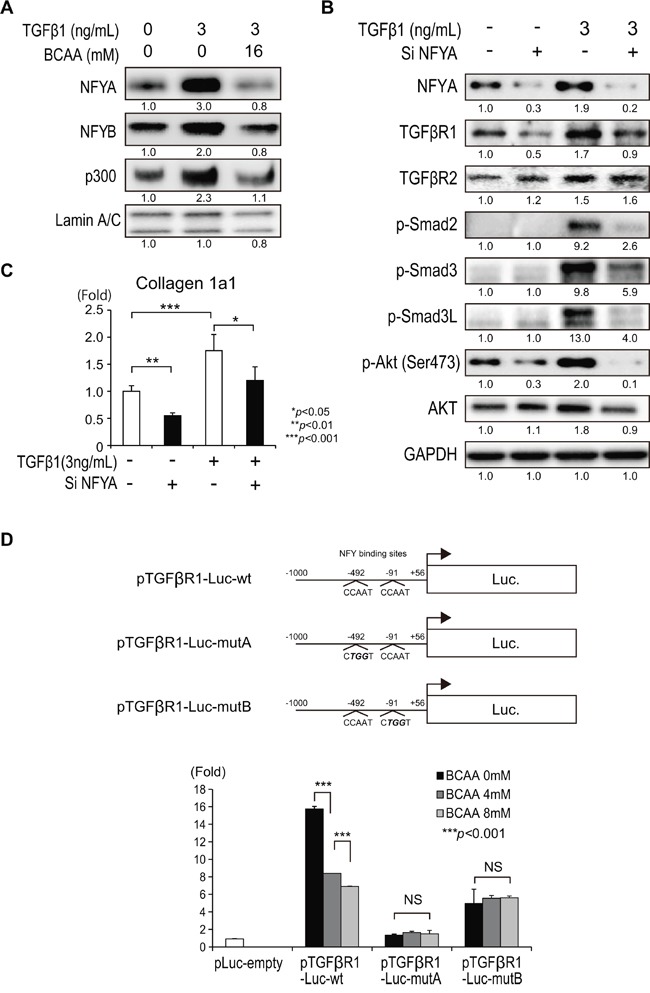
Regulation of TGF-β1 signaling by the transcription factor NFY **A**. Western blotting of NFYA, NFYB, and p300 in the nuclear fraction of Lx-2 cells activated by recombinant human TGF-β1 (3 ng/mL) with or without BCAA (16 mM). **B**. Western blotting of TGFβR1, TGFβR2, p-Smad2, p-Smad3, p-Smad3L, p-AKT(Ser473), and AKT in Lx-2 cells with or without recombinant human TGF-β1 and/or small interfering (si) RNA against NFYA (si NFYA). **C**. Relative expression of mRNA for collagen 1a in Lx-2 cells with or without recombinant human TGF-β1 and/or si NFYA. (N = 3). **D**. Construction of TGFβR1 promoter assay constructs. pTGFβR1-Luc-wt: including −1000 to 56 bp relative to the transcription initiation site of TGFβR1 fused to a firefly luciferase gene. pTGFβR1-Luc-mutA: having mutations at the putative NFY binding site at −492 in pTGFβR1-Luc-wt. pTGFβR1-Luc-mutB: having mutations at the putative NFY binding site at −91 in pTGFβR1-Luc-wt (upper). Dose-dependent inhibition of TGFβR1 promoter activity by BCAA (0, 4, and 8 mM) and the loss of the regulation by BCAA in pTGFβR1-Luc-mutA and pTGFβR1-Luc-mutB (N = 8) (lower).

### Inhibition of TGF-β1 signaling by BCAA is mTORC1-dependent

It is well known that BCAA immediately phosphorylates mTOR and activates mTORC1 signaling [11]; therefore, we examined whether the suppression of TGF-β1 signaling by BCAA was mTORC1-dependent. TGF-β1 increased the expression of p-p70S6K, NFYA, p300, pSmad2 (Figure 7A), TGFβR1, and collagen 1a2 (Figure 7B) in Lx-2 cells. Interestingly, the over-expression of Rheb, an activator of mTORC1, decreased the expression of these genes (Figure 7A and 7B), suggesting that the activation of mTORC1 inhibited TGF-β1 signaling. We next repressed the expression of Raptor, an active component of mTORC1, by using two specific siRNA (siRaptor#1 and siRaptor#2). Both siRNA effectively repressed the expression of Raptor, and, interestingly, TGF-β1 signaling (NFYA, p300, p-Smad2, p-p70S6K, and PDGFRβ) was more activated in cells in which Raptor was knocked down (Figure 7C). The addition of BCAA (16 mM) reduced the expression of TGF-β1-stimulated genes when Raptor was expressed normally; however, BCAA had no additional effect in cells in which Raptor was knocked down (Figure 7C). IF staining showed the increased expression of collagen I in TGF-β1-stimulated cells, and the expression of collagen I was further increased in cells in which was Raptor knocked down (Figure 7D). Similarly, in Huh-7 cells, the expression of p-Smad3L, p-Akt(Ser473), and cleaved-caspase 3 was further increased in Raptor-knocked down cells (Figure 7E). Therefore, inhibition of TGF-β1 signaling by BCAA is mTORC1-dependent.

**Figure 7:**
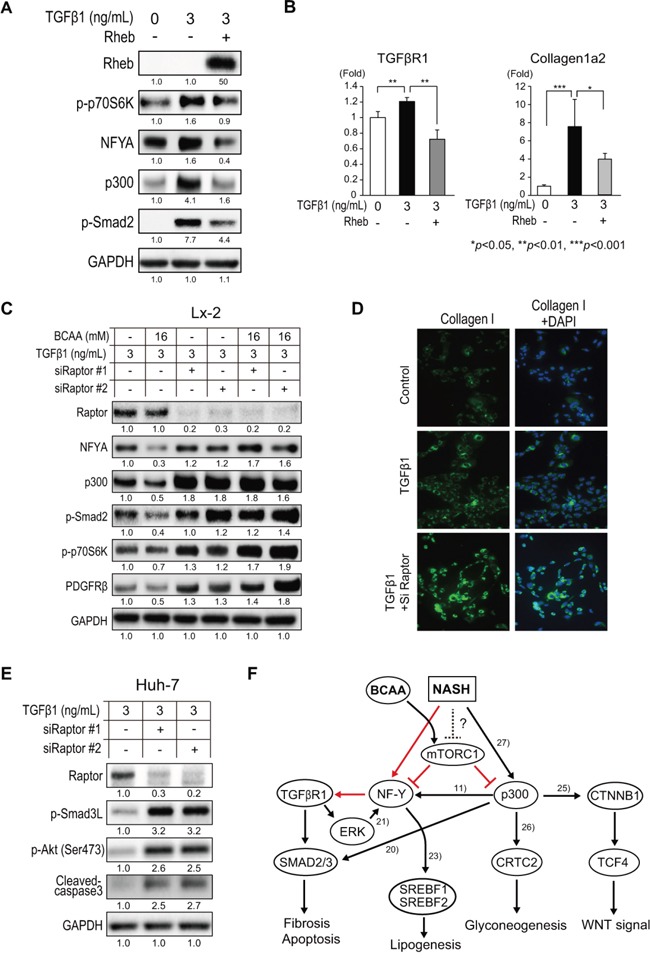
Repression of TGF-β1 signaling by BCAA and mTORC1 activity **A**. Western blotting of Rheb, p-p70S6K, NFYA, p300, and p-Smad2 in Lx-2 cells activated by recombinant human TGF-β1 with or without Rheb overexpression. **B**. Relative expression of mRNA for TGFβR1 and collagen 1a2 in Lx-2 cells activated by human TGF-β1 with or without Rheb overexpression (N = 3). **C**. Western blotting of Raptor, NFYA, p300, p-Smad2, p-p70S6K, and PDGFRβ in TGF-β1-treated Lx-2 cells in which Raptor was knocked down by two siRNAs (siRaptor#1 and siRaptor#2) with or without BCAA. **D**. IF staining of collagen 1a in TGF-β1-treated Lx-2 cells in which Raptor was knocked by siRNA. **E**. Western blotting of Raptor, p-Smad3L, and p-Akt(Ser473) in TGF-β1-treated Lx-2 cells in which Raptor was knocked down by two siRNAs (siRaptor#1 and siRaptor#2). **F**. Putative signaling pathway between BCAA, mTORC1, TGF-β, and WNT signaling in NASH liver. Red lines indicate the regulations that were newly found in this study. Black lines indicate the regulations reported previously.

TGF-β1 increased the expression of p-p70S6K in Lx-2 cells but decreased it in Huh-7 cells (Figure 4C and 5A). Thus, differential mTORC1 signaling was induced by TGF-β1 in HSC and hepatocytes. To explore these findings in more detail, the time course of mTORC1 signaling induced by TGF-β1 was evaluated in Lx-2 and Huh-7 cells (Supplementary Figure 6A). TGF-β1 decreased the expression of p-mTOR and p-p70S6K over 24 h in Huh-7 cells, while their expression was rather maintained in Lx-2 cells (Supplementary Figure 6A). These data indicated that TGF-β1 had an anti-proliferative effect on hepatocytes, while it trans-differentiated HSC into more replicative myofibroblast-like cells, resulting in the increase of mTORC1 signaling. Interestingly, the addition of BCAA diminished the activation of p-Smad2/3 induced by TGF-β1 in both Huh-7 and Lx-2 cells, and suppressed the trans-differentiation of Lx-2 cells to myofibroblast-like cells (Supplementary Figure 6A). These results collectively indicated the presence of negative feedback regulation from mTORC1 to TGF-β1 signaling in HSC, and the regulation of mTORC1 and TGF-β1 signaling would be different between HSC and hepatocytes. In HSC, TGF-β1 signaling activated mTORC1 signaling, while it inhibited mTORC1 signaling in hepatocytes, and mTORC1 inhibited TGF-β1 signaling in both HSC and hepatocytes (Supplementary Figure 6B).

## DISCUSSION

NAFLD and NASH are now the leading causes of chronic liver disease in the West and their prevalence is increasing worldwide, including Japan [1]. NASH can develop into liver cirrhosis and HCC; however, an effective treatment to prevent the progression of NASH has not been established.

It has been accepted that long-term treatment with BCAA is an effective preventive treatment for improving the clinical outcome of cirrhotic patients by reducing the likelihood of liver failure [3, 12, 13]. Moreover, recent reports described that BCAA suppressed the incidence of HCC in cirrhotic patients with or without obesity and insulin resistance [4, 14, 15]. Supporting these findings, several mouse experiments demonstrated that BCAA reduced the incidence of DEN-induced HCC by improving insulin resistance [5], oxidative stress [16], and angiogenesis [7]. However, the precise mechanisms underlying the anti-tumor effect of BCAA have not been elucidated. As human HCC frequently originates from a background liver associated with persistent inflammation and advanced fibrosis, a mouse model resembling human NASH would be ideal for the evaluation of the anti-HCC effect of BCAA. In this study, we established a diet-induced NASH mouse model that exhibits steatosis, inflammation, progression of fibrosis, and eventually hepatic tumors including HCC. Using this model, we examined the effect of BCAA on the progression of NASH.

In this study, we demonstrated the anti-fibrotic and anti-tumor effects of BCAA in two independent mouse models. Our findings will be useful for the development of new therapeutic strategies to prevent the progression of NASH. 

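Between the 68w groups, markers of T and NK cells and of neutrophils were higher in the arrays labelled Ath+HF+BCAA than in those labelled Ath+HF, and markers of stellate cells and genes of lipid droplets and fatty acid synthesis went both ways. Il7r, a receptor of lymphocytes, was at 2.37 (standard error 0.18, adjusted p = 8.88e-08 from limma, n = 3). Of 20 markers of T and NK cells, 10 were higher and none was lower (12 when adjusted over the list alone) (camera, adjusted p = 0.00237, and adjusted p = 0.323 with an estimated correlation). Of 12 neutrophil markers, 4 were higher and none was lower (4 when adjusted over the list alone) (adjusted p = 0.0119, and adjusted p = 0.472 with an estimated correlation), such as Csf3r (1.39, standard error 0.18). Of 16 stellate cell and myofibroblast markers, 9 were higher and 2 lower (10 and 2 when adjusted over the list alone), or 5 and 3 with the array medians set equal and 6 and 3 with quantile normalization (adjusted p = 0.00226, and adjusted p = 0.164 with an estimated correlation), with Cygb at 1.35 (standard error 0.13). Of 10 genes of lipid droplets, 5 were lower and 3 higher (6 and 4 when adjusted over the list alone) (adjusted p = 0.609), with Lpl at 3.69 (standard error 0.17) and G0s2, an inhibitor of lipolysis, at -3.07 (standard error 0.31). Of 17 genes of fatty acid synthesis, 7 were lower and 4 higher (7 and 4 when adjusted over the list alone) (adjusted p = 0.263), with Scd2 at 2.85 (standard error 0.20) and Elovl5 at -2.04 (standard error 0.10). Without the dim genes the neutrophil list had an adjusted p = 0.173 and the stellate cell list an adjusted p = 0.0605, and without Ath+HF+BCAA 68w replicate 2 the neutrophil list had an adjusted p = 0.207. The lowest over the alternatives were 0.000799 and 0.000743.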

Although short-term BCAA supplementation (12w) did not improve serum ALT levels, long-term BCAA supplementation (68w) significantly improved hepatic steatosis, inflammation, and fibrosis, and the findings were comparable with the changes of gene expression (Supplementary Figure 1). We confirmed the significant reduction of pro-fibrotic gene expression in Ath+HF diet mice supplemented with BCAA by qRT-PCR, IHC, and western blotting (Figures 1 and 2). Moreover, at 68w, BCAA supplementation significantly reduced the incidence of hepatic tumors from 73.5% to 30.8% (*P* < 0.01) (Figure 3).

One of the characteristic and unique findings of our study was the improvement of hepatic fibrosis by BCAA supplementation. To assess this effect further, we utilized another mouse model, *Pdgf-c Tg*, in which PDGF-C was over-expressed in the liver. *Pdgf-c Tg* mice develop hepatic fibrosis, steatosis, and HCC [8]. BCAA supplementation significantly reduced hepatic fibrosis in the liver of *Pdgf-c Tg* mice. These findings were confirmed by the reduced expression of pro-fibrotic genes using qRT-PCR, IHC, and western blotting (Supplementary Figure 2 and Supplementary Figure 3). Unexpectedly, serum ALT levels were not improved by BCAA supplementation; therefore, the protection of hepatocytes by BCAA might not be a major mechanism for the resolution of hepatic fibrosis. Moreover, BCAA supplementation significantly reduced the incidence of hepatic tumors in *Pdgf-c Tg* mice (Supplementary Figure 4). Recent reports showed that PDGF-C activates TGF-β/Smad3 signaling pathways to regulate HSC proliferation, collagen production, and ultimately fibrosis [17]. TGF-β1 activates PDGF signaling [18]; therefore, these two signaling pathways cooperatively contribute to hepatic fibrosis. Our present results demonstrated that BCAA directly inhibited the fibrosis signaling pathway.

To reveal the molecular target of BCAA, we focused on TGF-β signaling. Genes related to TGF-β1 signaling, such as TGFβR1, p-Smad3L, PDGFRβ, p-ERK [19], NFYA, NFYB, and p300 [20], were up-regulated in the Ath+HF group and repressed in the Ath+HF+BCAA group (Figure 2B and 4A). *In vitro*, BCAA suppressed TGF-β1 signaling in HSC (Lx-2 cells and mouse primary HSC) (Figure 4) as well as in hepatocytes (Huh-7 cells and mouse primary hepatocytes) (Figure 5). The expression of TGF-β1 signaling, PDGF signaling, collagen 1a2, and collagen 4a1 was evaluated quantitatively by qRT-PCR, western blotting, and IHC (Figures 4 and 5).

As for the regulatory molecules of TGF-β1 signaling, we investigated the expression of the transcription factor NFY and histone acetyltransferase p300. We found that BCAA reduced the expression of NFYA and p300 in two mouse NASH models (Figure 4 and Supplementary Figure 2), in two cell lines (Lx-2 and Huh-7 cells, Figures 4C and 5A), and mouse primary hepatocytes (Figure 5C). Although further studies should be performed to clarify the detailed mechanisms by which BCAA inhibited NFYA and p300, we showed the possible interaction of these transcriptional regulators and mTORC1 signaling for the first time.

NFY is a heteromeric protein composed of three subunits (NFYA, NFYB, and NFYC), which are all necessary for CCAAT binding [10]. Among these subunits, NFYA is a regulatory subunit that is acetylated by the histone acetyltransferase p300 [10] (Figure 7F). We found a significant up-regulation of NFYA in liver tissue of NAFLD patients compared with tissue of normal liver patients (data not shown). NFY was reported to regulate TGFβR2 [21]; however, in the present study, BCAA supplementation did not suppress TGFβR2 expression in the Ath+HF+BCAA group (Figure 4A and 4B). Moreover, repression of NFYA expression in Lx-2 cells by siRNA suppressed the expression of TGF-β1 signaling (such as TGFβR1, p-Smad2, p-Smad3L, and p-Akt[Ser473]), except for TGFβR2 (Figure 6B), indicating that NFY may not regulate TGFβR2 in HSC. In contrast, BCAA suppressed the expression of TGFβR1 in the Ath+HF+BCAA group, Lx-2 cells, and Huh-7 cells. Interestingly, we showed that BCAA repressed the promoter activity of TGFβR1, and mutation of the NFY binding sites (−492 and −91) in this promoter abolished the suppressive effect of BCAA on the promoter activity of TGFβR1 (Figure 6D). Therefore, our results showed that BCAA inhibited the expression of TGFβR1 by inhibiting NFY. In addition to TGF-β1 signaling, NFY was involved in fatty acid synthesis and cholesterol synthesis by regulating the transcription factors SREBF1 [22] and SREBF2 (Figure 7F) [23]. We showed that BCAA reduced TGF-β1-induced lipogenesis-related gene expression (such as SCD, SREBF1, and SREBF2) (Figure 5B).

p300 increases WNT/β-catenin signaling by acetylating β-catenin and regulating the interaction of β-catenin and TCF4 (Figure 7F) [24]. Moreover, p300 is involved in gluconeogenesis by cooperating with FoxO1 and PGC1α signaling [25]. A recent report showed that p300 was increased in hepatic steatosis and the p300-C/EBPα/β pathway was activated in the liver of patients with NAFLD [26]. Furthermore, the hepatitis C virus, through its 3′ untranslated region, activated IKK-α, which translocated to the nucleus and induced a CBP/p300-mediated transcriptional program involving SREBPs (Figure 7F) [27]. In this study, we showed that BCAA reduced TGF-β1-induced WNT/β-catenin signaling (such as cyclin D1, β-catenin, EpCAM, and Jagged 1) in Huh-7 cells (Figure 5B). Moreover, BCAA inhibited the TGF-β1-induced malignant transformation of WB-F344 rat liver epithelial stem-like cells (Figure 5D) [9]. Recent reports have shown that TGF-β1 promoted the development of HCC by inducing hepatocyte apoptosis and compensatory proliferation during the early phases of tumorigenesis [9, 28, 29]; therefore, TGF-β1 signaling could be a therapeutic intervention in HCC [30].

It is well known that BCAA immediately phosphorylates mTOR and activates mTORC1 signaling [11]; therefore, we investigated the relationship of mTORC1 and TGF-β1 signaling. Interestingly, activation of mTORC1 by the overexpression of Rheb inhibited the expression of NFYA, p300, p-Smad2, TGFβR1, and collagen 1a2 in Lx-2 cells (Figure 7A and 7B). Conversely, inhibition of mTORC1 by the repression of Raptor increased TGF-β1 signaling further in both HSC and hepatocytes (Figure 7C–7E). The results showed that the suppressive effect of BCAA on TGF-β1 signaling was mTORC1-dependent. Consistent with our findings, a recent report showed that Raptor knock out mice were more susceptible to DEN-induced hepatic fibrosis and HCC [31]. Although the TGF-β1-mTORC1 axis plays essential roles for fibrogenesis in HSC [32, 33], we showed the presence of negative feedback regulation from mTORC1 to TGF-β1 signaling in this study (Supplementary Figure 6B). Activating this feedback regulation by BCAA could reduce the pro-fibrosis signaling in both HSC and hepatocytes that was observed *in vitro* and *in vivo* in this study. Importantly, BCAA could be more beneficial for patients with advanced liver fibrosis whose serum albumin levels are decreased due to reduced mTORC1 signaling in hepatocytes. In these patients, reduced mTORC1 signaling increases TGF-β1 signaling, which further reduces mTORC1 signaling (Supplementary Figure 6B), thereby accelerating hepatocellular death and increasing the incidence of HCC. BCAA supplementation would cancel this vicious cycle. Further studies should be performed to reveal the molecular network between mTOR and TGF-β1 signaling that would be beneficial for the development of novel anti-fibrosis and anti-HCC molecular target drugs.

## MATERIALS AND METHODS

### Animal studies

Ath+HF diet mice were generated as described previously [2]. Male C57BL/6J mice were maintained in a pathogen-free animal facility under a standard 12-h/12-h light/dark cycle. After weaning at week 8, male mice were divided randomly into 3 groups and each group was given one of the following diets for 30 or 60 weeks: (i) basal diet, (ii) Ath+HF diet, or (iii) Ath+HF diet supplemented with 3% BCAA. The mice were killed at 38 weeks (38w) to analyze the progression of hepatic fibrosis or at 68 weeks (68w) to analyze the development of hepatic tumors. The detailed contents of the diets are described in the Supplementary Materials and Methods.

The generation and characterization of platelet-derived growth factor C transgenic (*Pdgf-c Tg*) mice have been described previously [8]. After weaning at week 8, male mice were divided randomly into the following 2 groups: (i) *Pdgf-c Tg* or non-transgenic (*WT*) mice fed a basal diet (CRF-1; Charles River Laboratories Japan) with 3% casein, and (ii) *Pdgf-c Tg* or *WT* mice fed CRF-1 supplemented with 3% BCAA. The mice were killed at week 28 to analyze the progression of hepatic fibrosis and the development of hepatic tumors.

All animal experiments were carried out in accordance with the Guidelines for the Care and Use of Laboratory Animals of the Takara-machi Campus of Kanazawa University, Japan.

### Cell culture

Human hepatic stellate cells (HSC) (Lx-2; kindly provided by Dr. Scott Friedman, Mount Sinai School of Medicine, New York, NY) and a human hepatocellular carcinoma cell line (Huh-7 cells) were maintained in Dulbecco's modified Eagle's medium (DMEM; Gibco BRL, Gaithersburg, MD) containing 10% fetal bovine serum, 1% L-glutamine, and 1% penicillin/streptomycin (normal medium).

### Isolation and culture of mouse HSC

HSC were isolated from C57BL/6J mice by pronase-collagenase liver digestion as reported previously [34].

### Knockdown experiments

Lx-2 cells were transfected with control (Stealth RNAi Negative Control Low GC Duplex #2; Invitrogen, Carlsbad, CA) or regulatory-associated protein of mTOR (Raptor) small interfering RNA (siRNA; Thermo Fisher Scientific K.K., Yokohama, Japan) using the Lipofectamine RNAiMAX Reagent (Invitrogen) according to the manufacturer's instructions. After 24 h, the culture medium was replaced with medium containing 10 ng/mL recombinant human TGF-β1 (R&D, Minneapolis, MN). The cells were harvested for analysis after incubation for 24 h.

### Gene expression profiling

Gene expression profiling of mouse liver was performed using a GeneChip Mouse Gene 1.0 ST Array (Affymetrix, Santa Clara, CA) [34]. Liver tissue from mice fed the basal, Ath+HF, or Ath+HF diet containing 3% BCAA for 30 or 60 weeks was obtained. The expression data were deposited in the Gene Expression Omnibus database (NCBI accession no.: GSE57290). Pathway analysis was conducted using MetaCore (Thomson Reuters, New York, NY). Functional ontology enrichment analysis was conducted to compare the Gene Ontology process distribution of the differentially expressed genes.

### Statistical analysis

The results are expressed as the mean ± standard deviation. Significance was tested by one-way analysis of variance with Bonferroni's method, and differences were considered statistically significant at a P < 0.05.

### Histopathology and immunohistochemical staining, quantitative real-time detection PCR, western blotting, immunofluorescence staining, and promoter analysis

Detailed procedures are described in the Supplementary Materials and Methods.

## SUPPLEMENTARY MATERIALS AND METHODS FIGURES AND TABLES

## Abbreviations

Akt: Thymoma Viral Proto Oncogene
ALT: Alanine Aminotransferase
α-SMA: Alpha Smooth Muscle Actin
Ath+HF Diet: Atherogenic and High-Fat Diet
BCAA: Branched-Chain Amino Acids
DEN: Diethylnitrosamine
EpCAM: Epithelial Cell Adhesion Molecule
ERK: Extracellular Signal-Regulated Kinase
HCC: Hepatocellular Carcinoma
HSC: Hepatic Stellate Cells
IF: Immunofluorescence
IHC: Immunohistochemical
JNK: c-Jun N-Terminal Kinase
mTORC1: Mammalian Target of Rapamycin Complex 1
NAFLD: Non-Alcoholic Fatty Liver Disease
NASH: Nonalcoholic Steatohepatitis
NFY: Nuclear Transcription Factor Y
PDGF: Platelet-Derived Growth Factor
PDGFR: Platelet-Derived Growth Factor Receptor
Rheb: Ras Homolog Enriched in Brain
S6K: Ribosomal Protein S6 Kinase
siRNA: Small Interfering RNA
SREBF: Sterol Regulatory Element Binding Factor
Tg: Transgenic
TGF: Transforming Growth Factor
*WT*: Wild-Type.

How the deposited data were processed for this re-analysis (not part of the article)

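Gene expression was measured in mouse liver with GeneChip Mouse Gene 1.0 ST arrays, 3 in each of 5 groups, which are basal diet at 38w, Ath+HF at 38w and 68w, and Ath+HF+BCAA at 38w and 68w. The deposited log2 values were made by the authors, who background-corrected, quantile normalized and summarized the probe signals by RMA in Affymetrix Expression Console, whose version is not given in the sources used here. All further values were computed here from these deposited log2 values, without normalizing them again in the main setting. Samples were grouped by the labels of the arrays alone. No arrays had identical values, and the highest correlation between arrays was 0.993 over all transcript clusters and 0.995 over the genes.

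Transcript clusters were named through a table of the platform's annotation, where 21698 clusters had an Entrez ID that was found in the RefSeq gene table of GRCm38.p6, and no symbol changed. For the 999 genes with several clusters, the one with the highest mean over all arrays was used. Clusters with several symbols or none were left out of gene counts. limma (version 3.58.1, R version 4.3.3) fitted 1 coefficient per group with lmFit and eBayes, which leaves 10 residual degrees of freedom, and 10 comparisons were drawn from this fit. They were each diet group against basal diet, 68w against 38w, BCAA against no BCAA at each age, the means over both ages and over both diets, and the difference of the BCAA effect between the ages. Adjusted p-values are from the Benjamini-Hochberg method over the 19938 genes, and a gene was called at an adjusted p under 0.05. The study's own limits, a fold over 1.5 and P under 0.005, were applied to the comparison of Ath+HF at 68w with basal diet. Of 41 gene lists written before the data were examined, each was tested with limma's camera at a preset correlation of 0.01, with an estimated correlation beside it, and with fry, and p-values were adjusted over the lists of a comparison. The genes named are those the paper names for the arrays and for RNA panels of the same livers, the 10 largest changes in each direction among called genes whose arrays did not overlap, and the 4 called members of a described list with the smallest p. Shares that reuse the arrays that selected the genes were set beside 20 simulations, of unchanged groups and of groups without a BCAA effect.

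Alternatives set before the data were examined were the count over all transcript clusters, the mean of a gene's clusters, leaving out dim genes, a fit of the groups compared alone, array medians set equal, quantile normalization of the deposited values, a variance trend with a robust fit, array weights, the replicate number as a block, other tests at the study's limits, and leaving out each array in turn. A fit of the 38w arrays alone was added after the data had been seen. The fit was tested on simulated data for the comparison of Ath+HF at 68w with basal diet, with 50 genes changed at each fold among 19938. It called 0% of the genes changed by a fold of 1.2, 52% at 1.5, 96% at 2 and 100% at 4, with 2 calls among unchanged genes. With so few changed genes, the adjustment of p-values is stricter than in the real comparison, where 7603 genes were called. These shares therefore do not give the sensitivity of the real comparison. The number of arrays limits the precision, and log2 signals of dim genes lie near the background of the array. The study's quantitative PCR, histology, protein and cell culture measurements are not analysed here.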

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

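The tests of exchanged labels, of a single wrong label, of scaling, of a stronger diet response, of a processing batch and of the time of day, and the split of diet genes by direction, were chosen only after the results were seen, and the comparison with other splits of the arrays was set before. The BCAA effect differed between 68w and 38w in 4102 genes by limma's test of the difference itself. Chance is not excluded for this count by 100 of the 200 possible splits of the arrays within age, since 11 of them, the real one included, gave as many genes, the highest other 5617. The 10 others as large all kept both 68w groups whole, and the highest among those that part them was 1, which points to the structure of the 68w arrays.

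Of the genes that the Ath+HF diet changed at 38w, the raised ones lay slightly below basal diet levels on average in the arrays labelled Ath+HF 68w and the lowered ones stayed lower in part, while both lay further from basal diet in those labelled Ath+HF+BCAA 68w. Over the 588 genes called in the same direction against basal diet in both 38w diet groups, so that these and the basal diet arrays selected them and the 68w arrays did not, the mean difference from basal diet of the 468 raised ones was 0.83 ± 0.07 (SD, n = 3) in the Ath+HF arrays of 38w, -0.09 ± 0.04 in those labelled Ath+HF 68w and 1.46 ± 0.10 in those labelled Ath+HF+BCAA 68w, and that of the 120 lowered ones -0.76 ± 0.05, -0.40 ± 0.07 and -1.27 ± 0.09. A single wrong label is argued against by the gap of 1.29 in the mean signed difference between the lowest array labelled Ath+HF+BCAA 68w and the highest labelled Ath+HF 68w (1.44 over raised and 0.695 over lowered genes), with a largest range of 0.189 within these groups (0.194 and 0.172), and scaling by a median difference of at least 1.15 in each pair of arrays after quantile normalization (1.28 and 0.620). An exchange of the labels of both 68w groups may explain the pattern, since 11 of the 12 genes that the paper's quantitative PCR shows lower with BCAA were higher in the arrays labelled Ath+HF+BCAA 68w and none was lower, but a stronger diet response with BCAA, at a median difference of 1.36, or a mix-up outside these arrays would give the same array values and cannot be told apart from it. The paper's quantitative PCR, immunohistochemistry and protein measurements run the other way from the arrays as labelled, and neither these nor the lowered genes, of which 69 were called lower and 4 higher than on basal diet in the arrays labelled Ath+HF 68w, settle it. The basal diet arrays also selected the lowered genes, which can place them below basal diet in other groups. No simulation was set beside these values. At the study's limits, 2208 genes were higher and 2089 lower in the arrays labelled Ath+HF+BCAA 68w than on basal diet. These counts were 1356 and 3754 with the array medians set equal, and 1985 and 1932 with quantile normalization. The paper reports 1409 and 355, so an exchange of the labels would not give both of its counts in these settings. The labels as deposited gave 799 and 1548, and reached both counts in no setting either. The paper's counts therefore do not decide between the labels as deposited and an exchange.

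Of the 16 circadian clock genes, which the paper does not discuss, 13 were called between the arrays labelled Ath+HF+BCAA 68w and Ath+HF 68w. Nfil3 was at -2.14 and Dbp at 2.46 on the log2 scale, from limma. The median was -1.55 over 4 genes that peak with Arntl and 1.08 over 10 genes that peak with Dbp, a difference of 2.63. Livers taken at another time of day may explain medians of opposite sign, and an effect of the supplement on the clock, which was not tested, stays open.

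Of the 12146 transcript clusters unnamed here, 4457 were called between 68w and 38w, which is 36.7%, against 10.3% for BCAA in the mean of both ages. Of the named clusters, 45.6% and 22.2% were called in these comparisons. The ratio for unnamed clusters, 3.57, lies between the values that would argue for and against a processing batch that coincides with age, and since each age may be its own batch, batch, age and time on the diet cannot be told apart.

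Of 9 male-biased liver genes, which the paper does not discuss, 8 were lower in the arrays labelled Ath+HF+BCAA 68w than in those labelled Ath+HF 68w.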

How the results depend on the processing

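The fit of the 38w arrays alone was chosen only after the results were seen, and the other tests were set before the data were examined. No named gene that was called turned its direction under an alternative. The balance of higher and lower genes turned with the array medians set equal, with quantile normalization or with both in each comparison but BCAA at 38w, where neither called a gene. Of 843 values of results under alternatives, 750 stayed on their side of the threshold or near the main value, 86 moved, 2 passed the threshold and 5 no longer passed it. Of the values of named genes, 31781 stayed, 94 passed the threshold and 1104 no longer passed it. The causes were not tested, except where fewer genes, lists or arrays were tested by construction.

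Counted over all transcript clusters, 12192 differed between Ath+HF at 68w and basal diet and 15139 between 68w and 38w, and past the study's limits 2474 were higher and 2446 lower. There, 12.3% of the clusters up-regulated at 38w were lower and 22.3% of the down-regulated higher with BCAA at 68w, and 83.8% of the up-regulated at 68w were higher at 68w with BCAA. Across transcript clusters, which are not independent replicates, r was 0.275 between the diet effect at 38w and the BCAA effect at 68w, and -0.331 between the diet effect at 68w and the BCAA effect at 68w. Without dim genes, 491 genes were higher past the limits, the shares were 79.2% of up-regulated genes lower with BCAA at 68w and 2.22% of those up-regulated at 38w, and r was 0.617 and -0.210. There, 1 list was called for Ath+HF at 68w against basal diet, 10 for Ath+HF at 68w against 38w and 2 for BCAA at 38w. In fits of the groups compared alone, 502 genes were called for the diet at 38w and 322 for Ath+HF+BCAA at 38w against basal diet, the share of genes up-regulated at 38w that were lower with BCAA at 68w was 3.96%, and 9 and 2 lists were called for Ath+HF at 68w against basal diet and BCAA at 38w. In the fit of the 38w arrays alone, these counts of genes were 483 and 590. With array weights, 1 gene was called for BCAA at 38w and 667 for Ath+HF+BCAA at 38w against basal diet, and the share was 2.99%. With array medians set equal, 511 genes were higher past the limits, and the shares were 89.4% of up-regulated genes lower with BCAA at 68w, 56.2% and 69.5% of down-regulated genes higher with BCAA at 68w and 38w, 3.06% of genes up-regulated at 38w, and 78.3% and 88.5% of up- and down-regulated genes that moved on at 68w with BCAA. With quantile normalization, the shares were 81.8% of up-regulated genes lower with BCAA at 68w, 4.12% and 25.8% of genes up- and down-regulated at 38w, and 79.3% of down-regulated genes lower at 68w with BCAA, r was 0.516, and 8 and 2 lists were called for Ath+HF at 68w against basal diet and BCAA at 38w. With a variance trend and robust fit, 2.99% of the genes up-regulated at 38w were lower with BCAA at 68w. At the study's limits, the equal-variance test of the groups compared gave 350 higher and 943 lower genes, and the analysis over all groups with Bonferroni's method 412 higher. With an estimated correlation, camera called 0, 6, 0, 0, 11, 2, 0, 12, 2, 2 lists in the order of comparisons given below, and fry called 10 for Ath+HF at 68w against basal diet, 0 for BCAA at 38w and 26 for 68w against 38w in the mean of both diets.

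The replicate numbers do not pair the arrays, since 3 of 30 array pairs with the same number had a correlation of their deviations over 0.1, from -0.156 to 0.183, and the best partner of an array in another group had its own number in 13 of 30 cases. With a replicate block in the fit, 7511 genes were called for Ath+HF at 68w against basal diet, and no count of genes moved by over 1.5 times.

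With each array left out in turn, genes called ranged from 5666 to 8082 for Ath+HF 68w against basal diet, 421 to 1007 for Ath+HF 38w against basal diet, 5534 to 7947 for Ath+HF 68w against 38w, 0 to 1 for BCAA at 38w, 5330 to 7665 for BCAA at 68w, 4033 to 5445 for BCAA in the mean of both ages, 8305 to 9780 for 68w against 38w in the mean of both diets, 3104 to 4197 for the difference of the BCAA effect, 7286 to 9232 for Ath+HF+BCAA 68w against basal diet, 555 to 1310 for Ath+HF+BCAA 38w against basal diet. Genes past the study's limits ranged from 684 to 973 higher and 1363 to 1700 lower. Shares ranged from 82.6% to 87.6% of up-regulated genes lower with BCAA at 68w, 56.5% to 68.1% of the same at 38w, 64.6% to 72.5% of down-regulated genes higher with BCAA at 68w, 55.8% to 67.3% of the same at 38w, 2.54% to 6.44% of genes up-regulated at 38w lower with BCAA at 68w, 9.64% to 22.7% of genes down-regulated at 38w higher with BCAA at 68w, 98.1% to 99.1% of up-regulated genes further from basal diet at 68w, 98.8% to 99.6% of down-regulated genes further from it, 85.4% to 89.1% of up-regulated genes higher at 68w with BCAA, 82% to 86.8% of down-regulated genes lower at 68w with BCAA. Lists called ranged, for the comparisons in the same order, from 5 to 8, 23 to 27, 19 to 22, 1 to 4, 26 to 30, 27 to 30, 9 to 12, 25 to 29, 27 to 32, 21 to 24. The correlations across genes of the diet effect at 38w with the BCAA effect at 68w, the diet effect at 68w with the BCAA effect at 38w, the diet effect at 68w with the BCAA effect at 68w, and the diet effect at 38w with the BCAA effect at 38w ranged from 0.478 to 0.559, -0.229 to -0.128, -0.326 to -0.243, -0.347 to -0.114. Counts moved by over 1.5 times for Ath+HF+BCAA at 38w against basal diet, from 1095 to 723 without basal 38w replicate 3, 555 without Ath+HF+BCAA 38w replicate 1 and 672 without Ath+HF+BCAA 38w replicate 3. Without Ath+HF+BCAA 38w replicate 3, 1 gene was called for BCAA at 38w in place of 0, and for Ath+HF 38w against basal diet, 843 became 545 without basal 38w replicate 3 and 421 without Ath+HF 38w replicate 2. The share of genes up-regulated at 38w lower with BCAA at 68w, 3.60%, became 5.82% without basal 38w replicate 1 and 6.44% without Ath+HF 38w replicate 1, and that of down-regulated ones higher, 15.9%, became 9.64% without basal 38w replicate 2. Lists called rose from 5 to 8 for Ath+HF 68w against basal diet without Ath+HF 68w replicate 2, and from 1 for BCAA at 38w to 4 without Ath+HF+BCAA 38w replicate 1 and 3 without Ath+HF 38w replicate 3, Ath+HF+BCAA 38w replicate 2 or Ath+HF+BCAA 38w replicate 3. The correlation of the diet effect at 68w with the BCAA effect at 38w, -0.201, became -0.131 without Ath+HF 38w replicate 3 and -0.128 without Ath+HF+BCAA 38w replicate 3.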

Differences from the paper's values

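The counts over the 12 quantitative PCR genes were chosen only after the results were seen, and the other tests were set before the data were examined. At the study's limits of a fold over 1.5 and P under 0.005, 799 genes were higher in the arrays labelled Ath+HF 68w than in the basal diet arrays of 38w, where the paper reports 1409, and 1548 were lower, where the paper reports 355. The paper's text does not give the age of the basal diet group it compared, and the basal diet arrays used here are of 38w. Among the alternatives set before the data were examined, the equal-variance test on all transcript clusters gave 981 higher, and the fit without Ath+HF 68w replicate 1 gave 973, which are within 1.5 times of the paper's count, while their 1422 and 1700 lower genes are not. The other alternatives gave 350 to 2474 higher and 943 to 2446 lower, all beyond 1.5 times of the paper's counts, and no setting reached both.

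The paper states that genes of inflammation and fibrosis rose with Ath+HF at 68w and fell with BCAA. In the arrays as labelled, 10 of 19 macrophage markers, which its text on the arrays does not name, were lower and 2 higher than on basal diet, and all were higher in the arrays labelled Ath+HF+BCAA 68w than in those labelled Ath+HF 68w. Of the 12 genes that its quantitative PCR panels show lower with BCAA, 0 were higher and 2 lower in the arrays labelled Ath+HF 68w than on basal diet, and 11 were higher in those labelled Ath+HF+BCAA 68w than in those labelled Ath+HF 68w. Against basal diet, however, 11 of the 12 were higher in the arrays labelled Ath+HF+BCAA 68w and 5 in the Ath+HF arrays of 38w, which is the direction the paper gives for the diet. In the same direction as the paper, 85.9% of the 799 higher genes had a lower mean with BCAA at 68w. Simulated arrays without a BCAA effect gave 65.7%. Simulated unchanged groups gave 95.1%, but only noise selects genes there, so this is no chance level for genes that differ from basal diet. Of the 799 genes, 98.6% had a higher mean at 68w than at 38w, where simulated unchanged groups gave 93.1%. The paper states that the pathways of epithelial-mesenchymal transition, matrix, chemokines, adhesion and phosphatidylinositol were up-regulated with Ath+HF at 68w. Here, camera called none of these lists in the arrays labelled Ath+HF 68w, 10 chemokines and receptors were higher and 1 lower, and 6 matrix genes were higher and 3 lower. With the array medians set equal, 6 chemokines and receptors were higher and 1 lower, and 2 matrix genes were higher and 4 lower, and with quantile normalization these counts were 5 and 0, and 6 and 2. camera called these lists higher in the Ath+HF arrays of 38w and in those labelled Ath+HF+BCAA 68w, and with an estimated correlation the matrix, chemokine and adhesion lists in the former and none of them in the latter. It states that oncogenes such as vimentin, Vav1 and a phosphoinositide-3-kinase were up-regulated, where Vav1 was at -0.71, Pik3ca at -0.49 and Vim at -0.23 in the arrays labelled Ath+HF 68w, while Akt2 was higher, at 0.26, a call that ended with the array medians set equal (0.20), in a fit of the groups compared alone (0.26), and without basal 38w replicate 1 (0.25), basal 38w replicate 2 (0.23) or Ath+HF 68w replicate 2 (0.25). Of the subunits of this kinase, Pik3cb and Pik3r3 were lower too, at -0.64 and -0.94, and Pik3r5 was higher, at 0.40, a call that ended with the array medians set equal (0.34) or without basal 38w replicate 1 (0.33), Ath+HF 68w replicate 2 (0.36) or Ath+HF 68w replicate 3 (0.41). Pik3r2 was called higher only with quantile normalization (0.31), and Pik3cd only without basal 38w replicate 1 (0.48). The paper gives leptin receptor and insulin receptor substrate 2 as down-regulated and restored with BCAA, where Lepr was at 1.02 and Irs2 at 0.12 against basal diet, and at -2.98 and -0.96 with BCAA at 68w. The Lepr increase was no longer called with the array medians set equal (0.96), with a variance trend and robust fit (1.02), or without basal 38w replicate 1 (0.98) or 2 (0.85), Ath+HF 68w replicate 2 (0.86) or 3 (0.95), any Ath+HF 38w or Ath+HF+BCAA 68w replicate or Ath+HF+BCAA 38w replicate 1 (each 1.02). Lepr was at -1.96 in the arrays labelled Ath+HF+BCAA 68w against basal diet, which is the direction the paper gives. Respiratory chain genes, 19 lower and 1 higher in the arrays labelled Ath+HF 68w, run the way the paper gives, and with BCAA at 68w 18 were lower and none higher, against it. The paper states that BCAA restored the genes. With BCAA at 68w, 303 of the 799 higher genes were called lower and 46 higher, and 648 of the 1548 lower genes were called higher and 161 lower, on arrays that also selected these genes. A higher mean with BCAA was found in 68.7% of the 1548, or in 56.2% with the array medians set equal. Simulated arrays without a BCAA effect gave 60.1%. Simulated unchanged groups, where only noise selects the genes, gave 93.3%. At 38w, limma called 0 genes for BCAA, and 1528 at an unadjusted p under 0.05.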

Other observations

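The comparison with other splits of the arrays was set before the data were examined, and no tests in this part were chosen only after the result was seen. Genes of bile ducts, oxidative stress and interferon response were higher in the arrays labelled Ath+HF+BCAA 68w than in those labelled Ath+HF 68w. Of 11 cholangiocyte markers, 8 were higher and none was lower (10 when adjusted over the list alone), such as Cd24a at 2.94 (standard error 0.17), with camera's adjusted p = 4.95e-07, and adjusted p = 0.0111 with an estimated correlation. Of 15 NRF2 and glutathione genes, 10 were higher and 2 lower (10 and 2 when adjusted over the list alone), such as Nqo1, a quinone reductase, at 2.69 (standard error 0.24), with adjusted p = 0.000114, and adjusted p = 0.0427 with an estimated correlation. Of 13 interferon response genes, 9 were higher and 1 lower (10 and 1 when adjusted over the list alone), such as Oasl2 at 1.68 (standard error 0.14), with adjusted p = 9.34e-05, and adjusted p = 0.166 with an estimated correlation. Of 15 cytochromes P450 of drug metabolism, 8 were lower and 3 higher (9 and 3 when adjusted over the list alone), such as Cyp2c37 at -2.07, with adjusted p = 0.0637, which ranged over the alternatives up to 0.208 and was 0.00816 without dim genes, 0.0267 without Ath+HF 68w replicate 3 and 0.023 without Ath+HF+BCAA 68w replicate 3. Of 20 genes of bile acid synthesis and sterol transport, 9 were lower and 6 higher (10 and 6 when adjusted over the list alone), with adjusted p = 0.42. The sulfotransferase Sult2a8 fell by 5.35 and the transporter Slco1a1 fell by 5.60 on the log2 scale (standard errors 0.40 and 0.31), and Apela, a peptide hormone, was at 5.44 ± 0.30 (SD, n = 3) and 9.34 ± 0.19 (SD, n = 3), from limma.

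For genes of the study's quantitative PCR and protein panels, the arrays gave values that belong at no statement about the arrays. Between the 68w groups, with BCAA, Timp2 was at 1.86 (standard error 0.17), Pdgfb at 1.51 (standard error 0.12), Tgfbr2 at 1.62 (standard error 0.13) and Epcam at 1.75 (standard error 0.18), from limma. Against basal diet, in the arrays labelled Ath+HF 68w, Tgfbr1 was at -0.46 (standard error 0.10) and Col1a2 at 0.27 (standard error 0.18, adjusted p = 0.231 from limma).

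Other splits of the arrays gave at most 81 genes past the study's limits, where the real one gave 2347, and at most 5 genes called for Ath+HF at 68w against basal diet, where the real one gave 7603, but 10 splits are too few for a share under 0.05. The same holds for the comparisons with 843, 7503, 7221 and 8899 genes, with 0 in the highest other, for 1095, with 8, and for BCAA at 38w, with 0 genes and 1 in the highest other. For 68w against 38w in the mean of both diets, 9679 genes were called, with 3451 in the highest other of 100 splits. This argues against chance in the grouping of these arrays, but these splits were not sorted by the groups they keep whole. Since arrays may not be separate mice and each age may be its own batch, chance between mice or batches is not excluded. For BCAA in the mean of both ages, 5229 genes were called, with 4906 in the highest other, which kept both 68w groups whole. The splits that part these groups gave 0 genes, and only 11 others keep them whole. This count therefore rests on the 68w grouping, for which the splits are too few, so chance cannot be judged.

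The log2 fold changes of the diet at 38w and of BCAA at 68w, which share no arrays, had r = 0.541 across 19938 genes, which are not independent replicates, and a covariance of 0.0797. This r was 0.275 over all transcript clusters and 0.617 without dim genes. The fold changes of the diet at 68w and of BCAA at 38w, which share no arrays either, had r = -0.201 and a covariance of -0.0139. With each array left out in turn, the latter r ranged from -0.229 to -0.128. Those of the diet and of BCAA at 68w, which share the arrays labelled Ath+HF 68w, had r = -0.274, where simulated unchanged groups gave -0.499, and a covariance of -0.0628, where these gave -0.0104. Of the 608 genes higher with the diet at 38w, 541 were higher in the arrays labelled Ath+HF+BCAA 68w than in those labelled Ath+HF 68w, where independent lists would share 120.4.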
